# Removal of H2Aub1 by ubiquitin-specific proteases 12 and 13 is required for stable Polycomb-mediated gene repression in *Arabidopsis*

**DOI:** 10.1186/s13059-020-02062-8

**Published:** 2020-06-16

**Authors:** Lejon E. M. Kralemann, Shujing Liu, Minerva S. Trejo-Arellano, Rafael Muñoz-Viana, Claudia Köhler, Lars Hennig

**Keywords:** H2AK121ub, H2Aub, H3K27me3, PRC1, PRC2, EMF1, LHP1, REF6, DUB, Responsiveness

## Abstract

**Background:**

Stable gene repression is essential for normal growth and development. Polycomb repressive complexes 1 and 2 (PRC1&2) are involved in this process by establishing monoubiquitination of histone 2A (H2Aub1) and subsequent trimethylation of lysine 27 of histone 3 (H3K27me3). Previous work proposed that H2Aub1 removal by the ubiquitin-specific proteases 12 and 13 (UBP12 and UBP13) is part of the repressive PRC1&2 system, but its functional role remains elusive.

**Results:**

We show that UBP12 and UBP13 work together with PRC1, PRC2, and EMF1 to repress genes involved in stimulus response. We find that PRC1-mediated H2Aub1 is associated with gene responsiveness, and its repressive function requires PRC2 recruitment. We further show that the requirement of PRC1 for PRC2 recruitment depends on the initial expression status of genes. Lastly, we demonstrate that removal of H2Aub1 by UBP12/13 prevents loss of H3K27me3, consistent with our finding that the H3K27me3 demethylase REF6 is positively associated with H2Aub1.

**Conclusions:**

Our data allow us to propose a model in which deposition of H2Aub1 permits genes to switch between repression and activation by H3K27me3 deposition and removal. Removal of H2Aub1 by UBP12/13 is required to achieve stable PRC2-mediated repression.

## Background

Multicellular organisms start as single-celled zygotes progressively develop into organisms with many different cell types. This process requires the function of Polycomb repressive complexes 1 and 2 (PRC1&2) that prevent the differentiation of undifferentiated cells, while in differentiated cells, PRC1&2 prevent dedifferentiation or activation of genes associated with other cell lineages [1, 2]. PRC1&2 repress genes by modifying histone tails: PRC1 adds one ubiquitin moiety to a lysine residue of canonical histone 2A (H2Aub1, on K121 in *Arabidopsis*, analogous to K118 in *Drosophila* and K119 in mammals), and PRC2 adds three methyl groups to lysine 27 of histone 3 (H3K27me3). PRC1&2 ultimately cause transcriptional repression via chromatin compaction [3–5], and other mechanisms remain to be fully explored [2]. At a subset of PRC2 target loci, H2Aub1 needs to be established before H3K27me3 can be deposited, indicating an order of hierarchy with PRC1 acting first and PRC2 after [6, 7]. However, other loci do not require PRC1 prior to being targeted by PRC2 [6, 7]. What determines whether PCR1 is required for PRC2 recruitment remains unclear thus far. Furthermore, there are genes without H2Aub1 despite their targeting by PRC2 depends on PRC1, suggesting that H2Aub1 was initially established and then removed [6].

In plants, removal of H2Aub1 is catalyzed by the ubiquitin-specific proteases 12 and 13 (UBP12 and UBP13) [8]. These proteins interact with LIKE HETEROCHROMATIN PROTEIN 1 (LHP1), which is part of the plant-specific EMBRYONIC FLOWER1 complex (EMF1c) that in addition to EMF1 contains one of the three H3K27me3 readers: LHP1, EARLY BOLTING IN SHORT DAYS (EBS), and SHORT LIFE (SHL) [9]. EMF1, LHP1, EBS, and SHL interact with the PRC1 component BMI1 [9–11], though mutation of *EMF1* and *LHP1* does not result in reduced H2Aub1 levels [6, 12]. EMF1 and LHP1 also interact with the PRC2 subunit MULTICOPY SURPRESSOR OF IRA 1 (MSI1) allowing the maintenance and spreading of H3K27me3 [13–15]. It was hypothesized that the EMF1c has assumed the H3K27me3 spreading and chromatin compaction function of PRC1 in plants [9]. UBP12 and UBP13 have also been shown to be important for the maintenance of H3K27me3 subsequent gene repression, though only at a subset of PRC2 target loci [8]. Similarly, in *Drosophila*, H2A deubiquitinases are genetically connected with Polycomb-mediated repression [16], but the mechanism behind remains unclear. It has been proposed that H2Aub1 is removed from areas of the genome where the modification is not required for repression, making it available for gene repression in other parts of the genome [16]. Alternatively, H2Aub1 could act as a temporary mark that needs to be deposited and subsequently removed from the same loci for stable repression [16]. The present study aimed at testing these hypotheses and to unravel the mechanism by which H2A deubiquitination causes gene repression.

## Results

### UBP12 and UBP13 redundantly repress response genes

UBP12 was previously shown to remove H2Aub1 in vitro and in vivo [8]. The close homolog of UBP12, UBP13 (91% sequence similarity [17]), likely acts redundantly with UBP12, since *ubp12* and *ubp13* single mutants have a wild-type (wt)-like phenotype [18], while a complete knock-out of both genes is not viable [18]. To study the functional requirement of UBP12 and UBP13, we analysed a double mutant with the weak *ubp13-3* allele. This mutant is sterile and severely stunted in growth [18]. 

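RNA was sequenced from whole seedlings of 4 genotypes: wt (Col-0), the T-DNA insertion mutants *ubp12-1* and *ubp13-3*, called *ubp12* and *ubp13* in the paper, and the double mutant *ubp12-1 ubp13-3*, called *ubp12/13*. Each genotype had 3 biological replicates, each sequenced as 1 library, so that there were 12 libraries. The paper gives the age of the seedlings as 2 weeks, and the sample labels give 15 days of growth on medium. All seedlings were harvested between 6 and 8 h after the dark to light transition. The libraries were sequenced as 50-bp single-end reads. The authors trimmed adapters with cutadapt, mapped the reads to the TAIR10 genome with tophat, filtered them on length and mapping quality, and counted them per gene with HTSeq. The values analysed here are these raw counts, without normalization, for 33602 gene IDs. Of these IDs, 279 are chloroplast or mitochondrial genes, which carried counts in every library and were left out here because the paper used nuclear chromosomes only. Counts on nuclear genes ranged from 6545534 to 9494373 in the wt libraries, with a median of 7929203. The *ubp12* libraries held 6822401 to 9109250 counts (median 8672005), the *ubp13* libraries 10190084 to 12768034 (median 12325838), and the *ubp12/13* libraries 12145023 to 15225396 (median 12368480). The *ubp13* and *ubp12/13* libraries were therefore deeper than every wt and *ubp12* library. In wt replicate 3, chloroplast and mitochondrial genes took 6.15% of all counts, against 0.268% to 1.52% in the other 11 libraries. Replicates of a genotype differed by more than sampling noise, with a chi-square per degree of freedom of 5.81 to 20.2 between pairs of replicates. Each mutant was compared here with wt by edgeR's quasi-likelihood test on the 6 libraries of the pair, after TMM normalization. A gene was tested if its CPM, counts scaled to library size, were over 1 in at least 2 of the libraries, and it was called deregulated at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2FC of at least 1. The filter and the thresholds are the paper's, and the authors' test was DESeq2. The biological coefficient of variation of the fits was 12.4% for *ubp12*, 12.5% for *ubp13* and 12.9% for *ubp12/13*.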

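The transcripts of the mutated genes were examined first. *UBP12* (AT5G06600) lies on chromosome 5 of TAIR10 from 2019084 to 2028116 on the minus strand, and *UBP13* (AT3G11910) on chromosome 3 from 3760724 to 3770563, also on the minus strand. After TMM normalization over all libraries, *UBP12* had 99.2 ± 2.61 CPM in wt, 25.7 ± 2.19 in *ubp12*, 91.6 ± 3.02 in *ubp13* and 32.4 ± 4.81 in *ubp12/13* (SD, n = 3 each). Its log2FC against wt was −1.95 in *ubp12* (standard error 0.10, adjusted p = 2.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.62 in *ubp12/13* (standard error 0.12, adjusted p = 6.5e-05 from the same test). In *ubp13* the *UBP12* transcript did not change detectably (log2FC −0.12, standard error 0.09, adjusted p = 0.886, edgeR). *UBP13* had 63.3 ± 0.779 CPM in wt, 62.0 ± 2.59 in *ubp12*, 158 ± 11.6 in *ubp13* and 78.9 ± 1.68 in *ubp12/13* (SD, n = 3 each). Its transcript was higher than in wt in *ubp13* (log2FC 1.32, standard error 0.10, adjusted p = 5.9e-04, edgeR) and, by less, in *ubp12/13* (log2FC 0.32, standard error 0.07, adjusted p = 0.0129, edgeR). In *ubp12* it did not differ detectably from wt (log2FC −0.03, standard error 0.09, adjusted p = 0.926, edgeR), and without *ubp12* replicate 1 the log2FC was 0.0042. Counts per gene do not show which part of a transcript the reads came from, so that they give no measure of intact *UBP13* mRNA in *ubp13*.

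**Figure D1:**
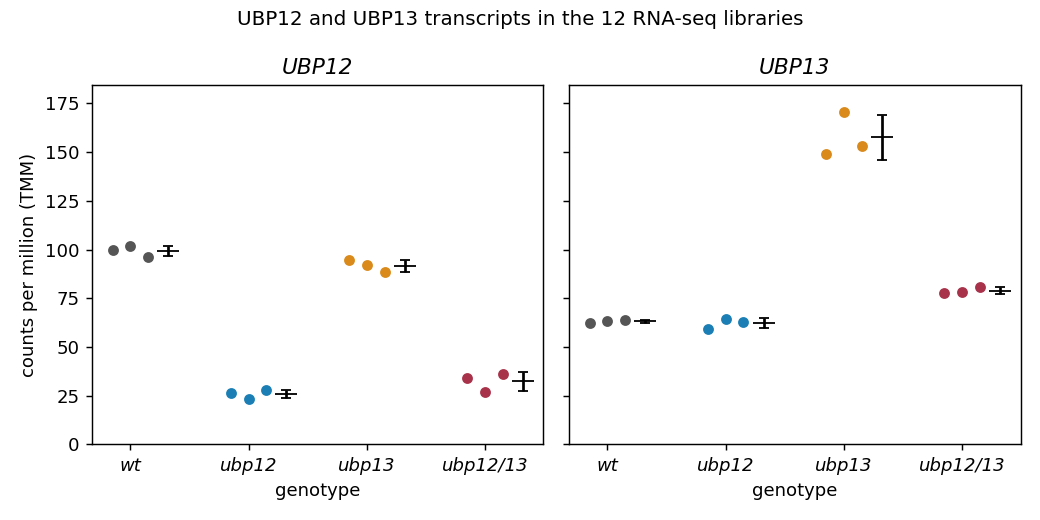
*UBP12* (left) and *UBP13* (right) transcripts in CPM (y axis, TMM normalization over the 12 libraries) by genotype (x axis), with points for the 3 libraries of a genotype and a bar for their mean and SD. The *UBP12* mean falls from 99.2 CPM in wt to 25.7 in *ubp12* and 32.4 in *ubp12/13*, and the *UBP13* mean rises from 63.3 CPM in wt to 158 in *ubp13* and 78.9 in *ubp12/13*.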

In order to determine whether there are UBP12- or UBP13-specific functions, we performed a transcriptome analysis on 2-week-old seedlings of both single mutants and this double mutant. In the single mutants, only a few genes were deregulated, contrasting with a large set of deregulated genes detected in the double mutant (40, 33, and 1128 for *ubp12*, *ubp13*, and *ubp12/13*, respectively, see Additional file 2: Table S1). Nevertheless, in both the single and double mutants, significantly more genes were upregulated than downregulated (Pearson’s chi-square test; *ubp12*: *p* = 9.7E−3; *ubp13*: *p* = 9.2E−9; *ubp12/13*: *p* = 1.7E−102). 

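In *ubp12*, 83 genes were higher and 38 lower than in wt among 17712 genes tested. In *ubp13*, 4 genes were higher and 1 was lower among 17615 tested. In *ubp12/13*, 1064 genes were higher and 720 lower among 17916 tested, a total of 1784. At an unadjusted p under 0.05 there were 2687 genes in *ubp12*, where 885.6 are expected by chance, 1102 in *ubp13* (880.75 expected) and 7619 in *ubp12/13* (895.8 expected). The 3 mutant libraries all lay above the 3 wt libraries for 1043 of the genes called higher in *ubp12/13* and all below them for 704 of those called lower, as is expected of genes selected on the same libraries. Protein-coding genes made up 1039 of the higher and 681 of the lower genes. The fold-change minimum moved these numbers most: without it, 2860 genes were higher and 2712 lower in *ubp12/13*. Single libraries decided part of the *ubp12* calls, since 37 genes were higher without wt replicate 3 or without *ubp12* replicate 1, 44 without *ubp12* replicate 3, and 125 without wt replicate 2 or without *ubp12* replicate 2. The genes lower in *ubp12* numbered 18 without *ubp12* replicate 1 or replicate 3.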

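The largest changes in *ubp12/13* concerned genes that were almost silent in wt or in the mutant. A group whose libraries all held 3 counts or fewer was set to 3 counts, so that the folds of such genes are lower bounds. *CSLA01* (AT4G16590, a cellulose synthase-like gene on chromosome 4 from 9345150 to 9349258) had no counts in wt and 8.54 ± 1.10 CPM (SD, n = 3) in *ubp12/13*, at least 18.6-fold higher. *THI2.1* (AT1G72260, a thionin gene) was at least 34.4-fold higher, *LEA7* (AT1G52690, a late embryogenesis abundant gene) at least 10.1-fold, AT2G37870 (lipid-transfer protein superfamily) at least 9.09-fold and AT3G50940 at least 2.33-fold. The adjusted p of these 5 genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ranged from 2.7e-05 for *THI2.1* to 0.0228 for *LEA7*. The *LEA7* call was lost without wt replicate 1, 2 or 3 (adjusted p up to 0.0625, edgeR), and *LEA7* was among the genes that deviated together in the mutant libraries numbered 3. Among the lower genes, AT3G16670 (Ole e 1 family) fell from 32.5 ± 11.2 to 0.340 ± 0.198 CPM (SD, n = 3), a log2FC of −6.48 (standard error 0.41, adjusted p = 4.0e-05, edgeR). *MEE3* (AT2G21650, homeodomain-like superfamily) fell from 12.2 ± 0.466 to 0.221 ± 0.214 CPM, a log2FC of −5.61 (standard error 0.38, adjusted p = 5.8e-05, edgeR). *HR3* (AT3G50470) was at least 5.70-fold lower, *PEPC1* (AT1G17710) at least 4.55-fold and AT3G46880 at least 8.83-fold. In *ubp12*, the pseudogene AT3G28915 was at least 8.15-fold higher (adjusted p = 0.0024, edgeR), *PDF1.2b* (AT2G26020) at least 6.13-fold lower and AT4G16260 at least 5.15-fold lower. *PDF1.2b* belongs to a defensin family with close copies, among which reads can be shared. The pseudogene AT1G69140 rose in *ubp12* from 2.96 ± 2.29 to 63.1 ± 59.7 CPM (log2FC 4.40, standard error 0.73, adjusted p = 0.0158, edgeR), and *LTI65* (AT5G52300) was at least 3.46-fold higher; both were also among the genes that deviated together in the mutant libraries numbered 3. The calls of *PDF1.2b* and AT4G16260 were lost without *ubp12* replicate 1 or 3, that of *PDF1.2b* also without *ubp12* replicate 2, and that of AT1G69140 without wt replicate 3 (adjusted p up to 0.162 among these fits). That of *LTI65* was lost without wt replicate 1, 2 or 3 (adjusted p up to 0.147). With all libraries in a common fit, AT1G69140, *LTI65* and *PDF1.2b* were not called, nor were *LTI65* and *PDF1.2b* with counts thinned to the smallest library, or *LTI65* with library totals or with chloroplast and mitochondrial genes kept. *CML41* (AT3G50770) was lower in *ubp12* (log2FC −2.59, standard error 0.55, adjusted p = 0.0448, edgeR), a call lost without wt replicate 1 or 2 or without *ubp12* replicate 1, 2 or 3 (adjusted p up to 0.169), in a common fit, with replicate number as a block, with thinned counts or with chloroplast and mitochondrial genes kept, and it was higher in *ubp12/13* (log2FC 1.93, adjusted p = 0.0034, edgeR).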

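All 5 genes called in *ubp13* can be named. Besides *UBP13* itself, the pseudogene AT5G35935 was at least 23.9-fold higher (adjusted p = 4.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 0.0855 ± 0.0775 to 11.0 ± 1.37 CPM (SD, n = 3). AT3G14172, on chromosome 3 from 4698457 to 4705828 and within 2 Mb of *UBP13*, rose from 19.0 ± 0.705 to 60.7 ± 1.05 CPM in *ubp13* (log2FC 1.67, standard error 0.09, adjusted p = 4.0e-05, edgeR). In *ubp12/13* its log2FC was 0.81 (adjusted p = 4.4e-04, edgeR). The noncoding RNA gene AT4G04223 had a log2FC of 2.25 in *ubp13* (standard error 0.24, adjusted p = 0.0077, edgeR), 2.28 in *ubp12* and 2.62 in *ubp12/13*. The noncoding RNA gene AT2G05995 was lower in all 3 mutants, with a log2FC of −1.99 in *ubp13* (standard error 0.21, adjusted p = 0.0077, edgeR), −2.56 in *ubp12* and −3.58 in *ubp12/13*. In *ubp13*, the AT4G04223 call was lost without wt replicate 2 or 3 or without *ubp13* replicate 2 (adjusted p up to 0.0701), and the AT2G05995 call without wt replicate 1 or 2 or without *ubp13* replicate 1 (adjusted p up to 0.0735). Both calls were also lost with replicate number as a block (adjusted p = 0.103 and 0.0695, edgeR).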

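Of the genes called in *ubp12*, 68.6% were higher (Pearson's chi-square test against equal numbers, p = 4.3e-05). Without wt replicate 3, with 37 higher and 27 lower genes, the chi-square test gave p = 0.211, and without wt replicate 1 it gave p = 0.0446. In *ubp13* the same test on the 5 genes gave p = 0.18, and an exact binomial test, two-sided, gave p = 0.375. In *ubp12/13* the chi-square test gave p = 3.8e-16. Genes with shared regulation are not independent, which the chi-square test assumes.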

A Gene Ontology (GO) analysis revealed that most upregulated genes in the double mutant were involved in the response to stimuli (45 out of 60 enriched GO terms, see Additional file 3: Table S2). 

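GO annotation was not used here. In its place, the annotation text of the 27444 nuclear protein-coding genes of TAIR10 (product, note and synonyms) was searched for 19 words that name stimuli or the response to them, such as stress, drought, jasmon, pathogen and response. A word was found for 3815 genes, 2874 of which were tested in *ubp12/13*. Their median log2FC in *ubp12/13* was 0.07, and it was the same with the 26 genes at the floor set to their bounds, against −0.01 for the other genes, a difference of 0.09. A log2FC above 0 was found for 56.2% of them and for 48.7% of the others. The shift against the other genes was tested with camera at a preset correlation of 0.01 between genes (p = 0.011). The fry test, which estimates the correlation, gave p = 7.2e-04, but it tests the set alone and not against the other genes. Among the genes higher in *ubp12/13*, 341 carried a stimulus word, where 170 were expected from the tested protein-coding genes, 2.00 times as many (exact hypergeometric test, one-sided, p = 2.4e-41). Among the lower genes, 127 carried one where 112 were expected (1.14 times, same exact test, p = 0.061). The exact test takes genes as independent, which genes with shared regulation are not. The difference in median log2FC was 0.080 to 0.092 with DESeq2 and with other filters and scalings, and it moved most, to 0.105, without wt replicate 1.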

Most GO terms found in *ubp12* were also identified in the double mutant (13 out of 16 enriched terms), while in *ubp13*, only one GO term was significantly enriched but not found in either *ubp12* or the double mutant. A principal component analysis (PCA) on the transcriptome data showed that the single mutants clustered together with the wt and away from the double mutant, supporting the idea of genetic redundancy (Additional file 1: Figure S1). Together, our data show that UBP12 and 13 have a largely redundant function in the repression of response genes and are henceforth collectively called UBP12/13.

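The PCA was run here on log2 CPM (TMM, prior count 2) of the 18212 genes with CPM over 1 in at least 2 of the 12 libraries, with genes centred and not scaled. PC1 held 51.5% of the variance and PC2 11.4%. The *ubp12/13* libraries had PC1 scores of 61.1 to 66.3. On the other side lay the wt libraries (−31.3 to −22.8), the *ubp13* libraries (−26.0 to −25.3) and the *ubp12* libraries (−17.8 to −7.77). The *ubp13* libraries thus fell inside the range of wt on PC1, and the *ubp12* libraries all lay between wt and *ubp12/13*. The gap between *ubp12/13* and the nearest other library was 2.92 times the range of the 9 other libraries. Untransformed CPM moved this result most, with 65.4% of the variance on PC1 and a gap of 0.707 times that range. Without wt replicate 3 the gap was 4.05 times the range, and without *ubp12/13* replicate 2 it was 2.38 times.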

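The overlap of the calls was examined gene by gene. Of the genes higher in *ubp12*, 65 were also higher in *ubp12/13*, and 18 of those lower in *ubp12* were lower there. For *ubp13* these numbers were 2 and 1. All comparisons share the wt libraries, which by itself can raise such overlaps, medians and correlations. The genes called higher in *ubp12/13* had a median log2FC of 1.58 there (1.53 with the 73 genes at the floor set to their bounds), with quartiles of 1.24 and 2.20. Their median was 0.48 in *ubp12* (quartiles 0.14 and 0.85, 894 genes tested) and 0.09 in *ubp13* (quartiles −0.14 and 0.32, 861 genes tested). The genes called lower had medians of −1.39 in *ubp12/13*, −0.29 in *ubp12* (quartiles −0.59 and −0.04) and −0.11 in *ubp13* (quartiles −0.34 and 0.09), and the bounds left these medians where they were. With each wt library in turn left out of the *ubp12/13* calls and then used alone against the single mutants (log2 CPM), the medians in *ubp12* were 0.30 to 0.45 for the higher and −0.25 to −0.16 for the lower genes, and those in *ubp13* −0.07 to 0.10 and −0.05 to 0.01. Across the genes tested in the 12 libraries, which are not independent replicates, Pearson's r between the log2FC of *ubp12* and *ubp12/13* was 0.49, and that between *ubp13* and *ubp12/13* was 0.24. With separate wt libraries on each side, in 6 splits, r was 0.24 to 0.33 for *ubp12* and −0.02 to 0.10 for *ubp13*. A contrast over all libraries tested whether the log2FC of *ubp12/13* differed from the sum of those of *ubp12* and *ubp13*. It called 589 genes with a higher and 571 with a lower log2FC than the sum. Of the genes called in *ubp12/13*, 37.6% (671) were among them. From the few genes deregulated in the single mutants, the many in the double mutant, the GO terms of stimulus response, those shared between *ubp12* and the double mutant, and the position of the libraries in the PCA, the paper concludes that UBP12 and UBP13 act largely redundantly in the repression of response genes.

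**Figure D2:**
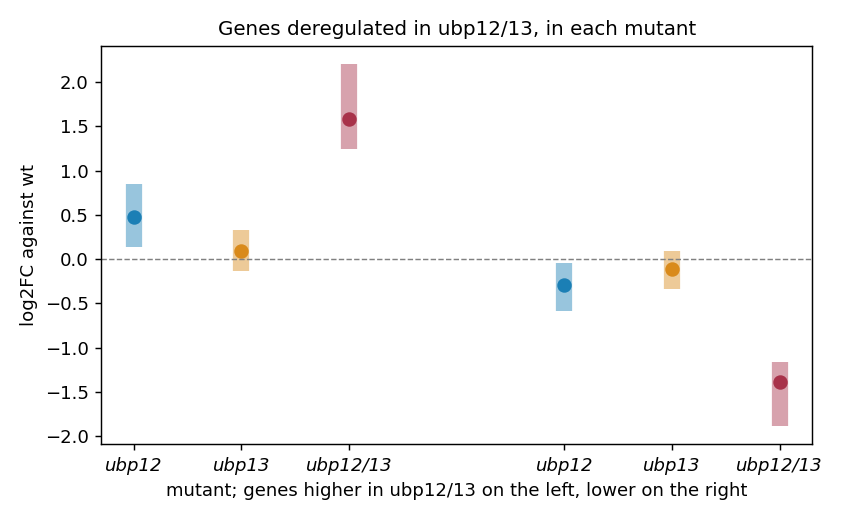
Median log2FC against wt (points, y axis) and the range between the quartiles (bars) in *ubp12*, *ubp13* and *ubp12/13* (x axis) of the genes called higher (left) or lower (right) in *ubp12/13*. The medians of the higher genes are 0.48, 0.09 and 1.58, and those of the lower genes −0.29, −0.11 and −1.39; the genes were selected in *ubp12/13* against the wt libraries that all values share.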

### UBP12/13 work together with PRC1, PRC2, and EMF1c

Previous research indicated that UBP12/13 work together with PRC2 to maintain H3K27me3 and repress gene expression [8]. However, the molecular mechanism by which UBP12/13 achieve this function remained unclear. To address this question, we tested whether genes being upregulated in mutants for PRC1, PRC2, or EMF1c complexes were also upregulated in *ubp12/13* mutants. We found that indeed genes upregulated in PRC1, PRC2, and EMF1c mutants were more likely to be upregulated in *ubp12/13* than expected by chance (Fig. 1a), supporting the hypothesis that UBP12/13 are working together with PRC1/PRC2/EMF1c to repress genes.

**Fig. 1:**
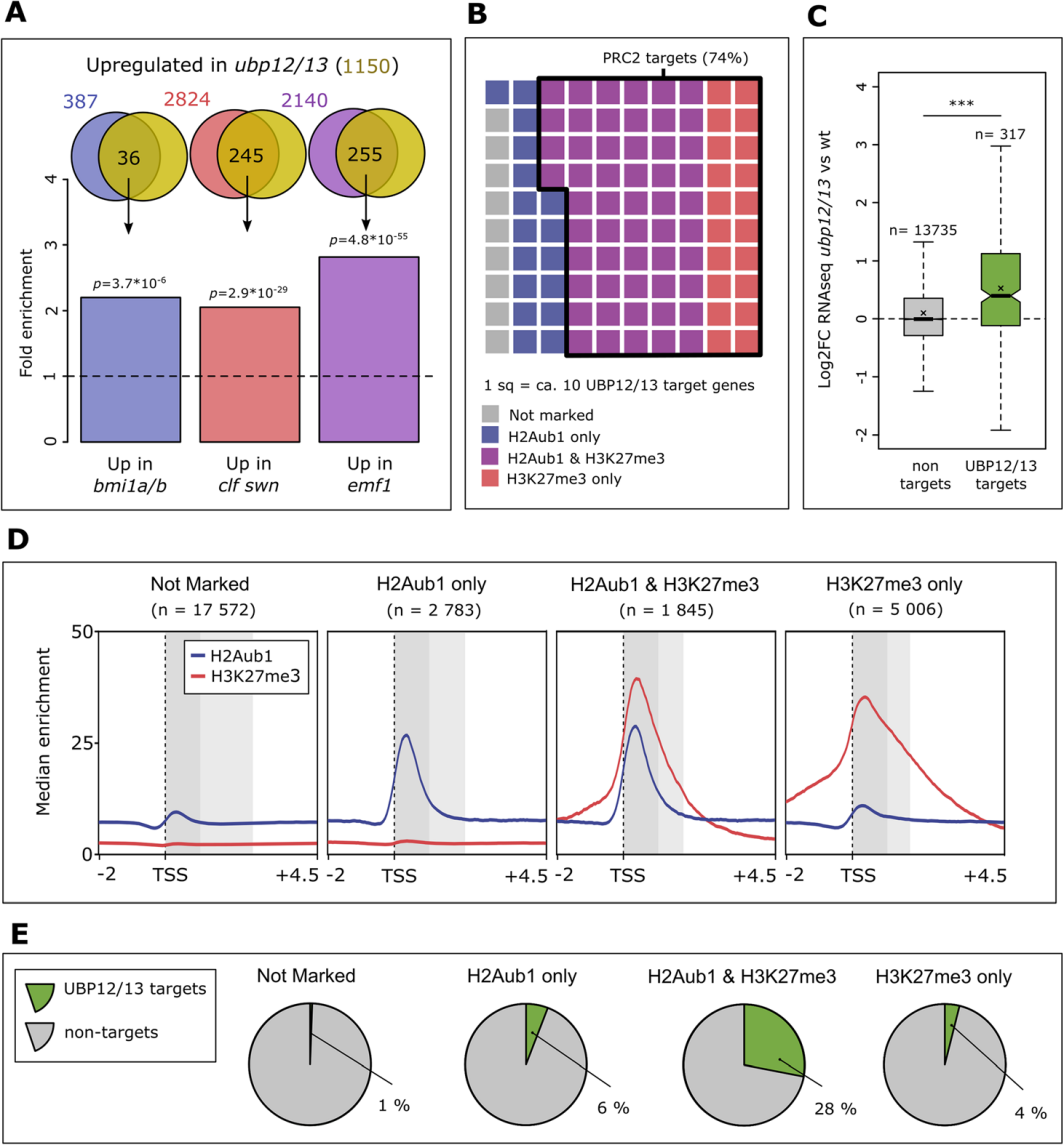
UBP12/13 directly repress PRC2 target genes. **a** Fold enrichment of the overlap of lists of genes upregulated in *ubp12/13* (1150 genes, yellow circle) and genes upregulated in PRC1 (*bmi1a/b*, 387 genes, blue circle) [19], PRC2 (*clf swn*, 2824 genes, red circle) [19], and EMF1c (*emf1*, 2140 genes, purple circle) [9] mutants. The dashed line indicates the expected overlap based on chance. *p* values are based on a hypergeometric test for significant over-enrichment. **b** Waffle plot showing the presence of the H2Aub1 and H3K27me3 marks in wild type on UBP12/13 target genes. The black border indicates those UBP12/13 targets that are marked with H3K27me3 (and hence PRC2 targets). Each square corresponds to about 10 genes. **c** Boxplots showing differential expression of all expressed UBP12/13 targets (green) and all other protein-coding genes (grey). Test for significance was done by the Mann-Whitney *U* test; ns *p* ≥ 0.05, *p < 0.05, **p < 0.01,***p < 0.001. **d** Metagene profiles showing the median of H2Aub1 and H3K27me3 enrichment for gene categories defined by the presence of significant H2Aub1 and H3K27me3 peaks. The darker grey box indicates the first 1 kb of the gene body, and both grey boxes together indicate the mean gene body size within that category. **e** Pie charts indicating the percentage of genes in the indicated category corresponding to UBP12/13 targets. Note that above “UBP12/13 targets” refers to genes gaining H2Aub1 in *ubp12/13* mutants. The biological material underlying the RNA-seq data in this figure is 2-week-old whole plants (*bmi1a/b*, *clf swn*, and *ubp12/13*) and 3-week-old whole plants (*emf1*). ChIP-seq data was obtained from 33 DAG rosettes

### UBP12/13 repress PRC2 targets via H2Aub1 deubiquitination

To elucidate the mechanism by which UBP12/13 cause gene repression, we identified genes targeted by UBP12/13 by performing H2Aub1 chromatin immunoprecipitation followed by sequencing (ChIP-seq) on 33 DAG rosette leaves of the *ubp12/13* mutant and wt. 

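The ChIP-seq experiment measured H2A monoubiquitination (H2Aub1) in rosette leaves of wt and *ubp12/13*, with 2 biological replicates per genotype. The paper gives the age of the plants as 33 days, and the sample labels give 15 days on medium followed by 2 weeks on soil. The libraries were sequenced as 50-bp single-end reads. The authors mapped the reads with bowtie2, removed duplicates, called broad peaks with MACS2 over H3 and compared *ubp12/13* with wt for each replicate with MAnorm. They merged peaks of H2Aub1 increase that overlapped between both replicates, and these merged peaks are the data analysed here. The file lists positions only: the column beside them holds 1 value throughout, so that it gives no strength, and neither depth nor error can be given for a peak. There were 296, 211, 254, 212 and 312 merged peaks of increase on chromosomes 1 to 5. Their widths ranged from 400 to 22490 bp, with a median of 1192 bp, and together they covered 1953453 bp. All of them ended within their chromosomes in the TAIR10 reference. A gene was taken as overlapped by a peak if at least 1 bp was shared, as in the paper. Peaks of decrease were not analysed here.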

Surprisingly, we identified a larger number of genes that lost H2Aub1 in the *ubp12/13* mutant than those that gained it (11% vs 3%, respectively). Since UBP12/13 are deubiquitinases, this was rather unexpected. The global loss of H2Aub1 was confirmed by western blotting (Additional file 1: Figure S2). We focussed further analyses on loci gaining H2Aub1, as this is expected to be a direct consequence of lack of UBP12/13. The majority of regions gaining H2Aub1 were genes, only 13% of peaks fell outside of genic regions, comprised by the gene bodies plus 2 kb upstream of the TSS (Additional file 4: Table S3). 

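Of the peaks of increase, 1132 (88.1%, 95% Wilson confidence interval 86.2% to 89.8%) overlapped the body of a gene or the 2 kb upstream of its TSS, and 153 (11.9%, interval 10.2% to 13.8%) did not. The bodies of protein-coding genes were overlapped by 981 peaks (76.3%). With an overlap of at least 500 bp, which moved the share most, 85.4% of the peaks were genic. Peaks placed at random on the same chromosomes, 100 times, were genic in 94.4% of cases on average, with a range of 92.7% to 95.7%. The peaks outside genic regions were concentrated: 133 of them lay in 15 windows of 1 Mb that hold fewer than 100 protein-coding genes each. These windows held 233 peaks, or 15.5 per Mb against 10.1 per Mb elsewhere, and 57.1% of the peaks in them were outside genic regions, against 1.90% elsewhere. The windows with the most peaks were on chromosome 5 from 11000001 to 12000000 (70 peaks, 16 protein-coding genes), on chromosome 3 from 13000001 to 14000000 (43 peaks, 25 genes) and on chromosome 5 from 12000001 to 13000000 (37 peaks, 26 genes). Each of the other gene-poor windows held 1 to 15 peaks, so that the higher density rested on these few windows. The peaks in the gene-poor windows consisted on average of 74.2% repeated sequence. The longest peak, on chromosome 4 from 3965358 to 3987847, consisted of 86.0% repeated sequence.

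**Figure D3:**
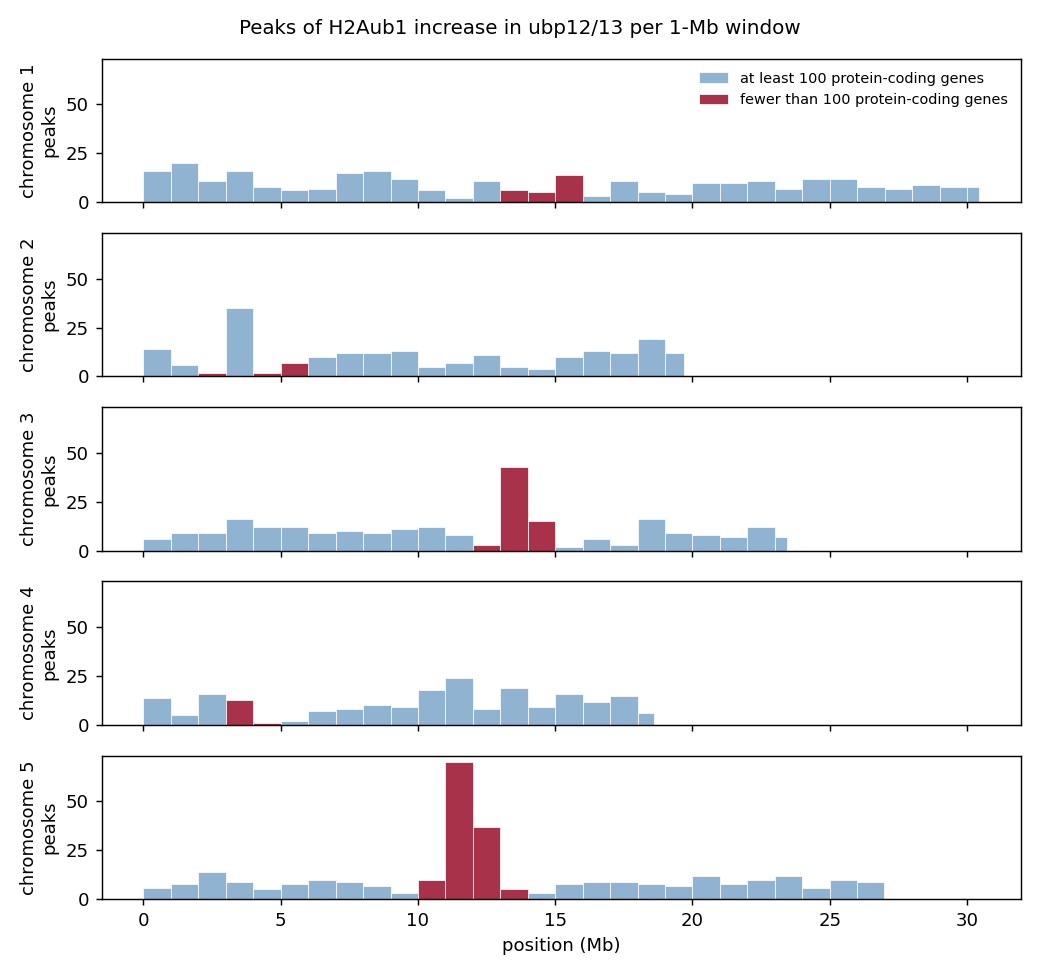
Number of peaks of H2Aub1 increase (y axis) per 1-Mb window along the 5 chromosomes (x axis, position in Mb), with windows of fewer than 100 protein-coding genes in red. The highest bars are the 70 and 37 peaks on chromosome 5 and the 43 peaks on chromosome 3, all in gene-poor windows.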

Because H2Aub1 and H3K27me3 are usually the highest enriched in the first 1 kb of the gene body [6], we focussed subsequent analyses on this region. We found that 68% of increased H2Aub1 peaks were located in this region and that 3% of protein-coding genes had increased H2Aub1 in this area (for comparison, 17% of protein-coding genes were marked with H2Aub1 in wt). 

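The first 1 kb of a protein-coding gene was overlapped by 887 peaks of increase (69.0%, 95% Wilson confidence interval 66.4% to 71.5%). Random placement of the peaks gave 47.6% on average (43.7% to 50.4%). The share was 82.1% outside the gene-poor windows and 9.87% in them. With an overlap of at least 500 bp, 61.6% of the peaks were over the first 1 kb. The first 1 kb of 982 protein-coding genes was overlapped by a peak, 3.58% of all nuclear protein-coding genes (interval 3.36% to 3.80%). Single peaks lay over the first 1 kb of more than 1 gene in 78 cases. If a peak anywhere in the gene body was counted, 1104 genes were overlapped, and with only the 841 peaks at least 1000 bp wide, 684.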

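Among the genes with increased H2Aub1 in the first 1 kb, 46 lay under peaks that consist mostly of sequence also found in the mitochondrial genome, and 63 under peaks that consist mostly of repeated sequence. Of the former 4 and of the latter 10 were expressed well enough to be tested in the RNA-seq comparison of *ubp12/13* with wt. Among all genes with increased H2Aub1 in the first 1 kb, the 5 called genes with the largest increase in transcript in *ubp12/13*, and with all mutant libraries above all wt libraries, were the following. *CSLA01* was overlapped by a peak on chromosome 4 from 9345085 to 9345781. *LTP3* (AT5G59320, a lipid transfer protein gene) lies on chromosome 5 from 23928954 to 23929816 under a peak from 23928809 to 23929833. AT1G02770 lies on chromosome 1 from 604873 to 606708 and the peak from 605170 to 606559. The cinnamoyl-CoA reductase gene AT1G80820 (*CCR2*) lies on chromosome 1 from 30370474 to 30372799 and its peak from 30370545 to 30371993. *LEA4-5* (AT5G06760) lies on chromosome 5 from 2089445 to 2090430, within 2 Mb of *UBP12*, under a peak from 2087664 to 2090517.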

Because UBP12/13 are deubiquitinases, we considered the 3% of genes gaining H2Aub1 in the *ubp12/13* mutant as direct UBP12/13 targets (see Additional file 5: Table S4) and will be referred to as such from here on.

To elucidate the connection between UBP12/13 and PRC2 function, we determined which genes were marked by H3K27me3 and H2Aub1. We categorized genes based on the presence of these marks in the first 1 kb of the gene body as ‘not marked’ (lacking either mark), ‘H2Aub1 only’, ‘H2Aub1 and H3K27me3’, and ‘H3K27me3 only’ (see Additional file 6: Table S5 for gene lists and Fig. 1d for metagene profiles). Out of 960 UBP12/13 target genes, 74% were marked with H3K27me3 (irrespective of H2Aub1 presence, Fig. 1b). We thus conclude that most loci subject to UBP12/13-mediated H2A deubiquitination are PRC2 targets.

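The share of genes deregulated in *ubp12/13* that were higher than in wt was 59.6%. Of the settings tried, the normalization moved this share most. Scaling by library totals alone gave 1362 higher and 539 lower genes, a share of 71.6%, and moved the median log2FC of all genes to 0.15. Without the fold-change minimum the share was 51.3% (chi-square p = 0.047).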

The majority (77%) of deregulated genes in *ubp12/13* double mutants was upregulated (Additional file 2: Table S1), strongly suggesting that UBP12/13 function in gene repression. This view is supported by the fact that on average, direct UBP12/13 target genes were upregulated, while non-targets, were not (Fig. 1c, Additional file 1: Figure S3). 

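Of the genes with a peak of H2Aub1 increase in the first 1 kb, called targets here, 338 were tested in *ubp12/13*, beside 17179 other protein-coding genes. The paper's list of targets also leaves out genes with a peak of decrease (2 genes), which was not done here. The targets had a median log2FC of 0.098 (quartiles −0.41 and 0.85), and the other genes −0.0012 (quartiles −0.27 and 0.28). Both medians were the same with the genes at the floor set to their bounds, 8 among the targets and 86 among the others. The log2FC was above 0 for 56.2% of the targets and for 49.8% of the others. A Mann-Whitney test as in the paper gave p = 0.0016, but it takes genes as independent. With a correlation between genes of 0.01, camera gave p = 0.124, whereas fry gave p = 4.9e-04, so that the shift was past the threshold under fry and not under camera. The median of the targets lay above that of 99.98% of 10000 random lists matched on mean expression in 20 classes. The difference between the medians of targets and other genes was 0.099. With a library left out it was 0.081 (without *ubp12/13* replicate 3) to 0.150 (without wt replicate 2). It rose to 0.171 without a filter on low counts. With untested protein-coding genes set to 0, the rule that the paper's methods give for boxplots unless stated otherwise, the difference between the medians was 0 (Mann-Whitney p = 0.033); the boxplot of Fig. 1c is of expressed targets. In the single mutants the median of the targets was 0.01 in *ubp12* (n = 315 genes, camera p = 0.81, fry p = 0.51) and 0.01 in *ubp13* (n = 306 genes, camera p = 0.79, fry p = 0.84). The quartiles of the targets in *ubp12/13* were wider apart than those of the other genes on both sides of 0. *LTP3* rose from 0.205 ± 0.229 to 9.51 ± 7.11 CPM (SD, n = 3), a log2FC of 5.37 (standard error 1.09, adjusted p = 0.0068 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene AT1G80820 (*CCR2*) rose from 0.967 ± 0.0541 to 19.0 ± 8.92 CPM, a log2FC of 4.27 (standard error 0.45, adjusted p = 3.0e-04, edgeR). AT1G02770 was at least 5.28-fold higher and *LEA4-5* at least 4.25-fold, and the *LEA4-5* call was lost without wt replicate 1, 2 or 3 (adjusted p up to 0.0685, edgeR). The paper starts from the majority of higher genes among those deregulated, and adds the increase of the targets and its absence in non-targets. From both it concludes that UBP12/13 directly repress PRC2 target genes. It takes most targets as PRC2 targets because they carry H3K27me3.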

We thus conclude that UBP12/13 have a direct role in the repression of PRC2 target genes.

### The repressive role of H2Aub1 depends on PRC2

Our data revealing that H2Aub1 removal by UBP12/13 is necessary for repression contrasts with the idea that H2Aub1 applied by PRC1 is a repressive mark per se. Supporting this notion, previous research revealed that genes with only H3K27me3 are more likely to be repressed than genes marked with both H2Aub1 and H3K27me3 [6]. To gain further insight into the role of H2Aub1, we determined the mean expression level of genes with or without H2Aub1 and H3K27me3 in the first 1 kb of the gene body using an analysis of covariance (ANCOVA) (Fig. 2a). This analysis revealed that H2Aub1 has a positive association with expression, while confirming the expected negative association between H3K27me3 and expression. To further unravel the relationship between PRC1-mediated H2Aub1 deposition and gene repression, we compared the differential expression in several PRC1 mutants between four non-overlapping gene categories defined by the presence of H2Aub1 and H3K27me3 (re-analysed data from [19, 20]). Genes with H3K27me3 were subdivided based on their PRC1 dependency for H3K27me3 establishment (instead of H2Aub1 presence). Genes that had decreased H3K27me3 within the first 1 kb in the PRC1 mutant *bmi1a/b/c* were considered PRC1-dependent (PRC1-dep), and all other H3K27me3-marked genes were considered PRC1-independent (PRC1-indep) (Additional file 7: Table S6). Data from *bmi1a/b*, *bmi1a/b/c*, and *ring1a/b* mutants was used in the analysis. The core of PRC1 in animals is a heterodimer of a RING1 class protein and a BMI1 class protein, with RING1 possessing the E3 ubiquitin ligase activity and BMI1 being an important assisting factor [21, 22]. *Arabidopsis* RINGs and BMI1s both have E3 activity in vitro, and previous research showed that *bmi1a/b/c*, and even *bmi1a/b*, lacks most H2A ubiquitination [6, 10]. The *ring1a/b* double mutant is also expected to lack H2A ubiquitination, but this remains to be tested. For these different mutants, we examined percentages of significantly up- and downregulated genes for the aforementioned categories and found that only PRC1-dependent genes had a consistently higher percentage of upregulated genes than downregulated genes in PRC1 mutants, and on average the highest percentage of upregulated genes (Fig. 2b). This reveals that PRC1-mediated repression depends on H3K27me3 and that H2Aub1 is not necessarily associated with repression. Further analysis of all genes in a *bmi1a*/*b* double mutant showed a similar pattern (Additional file 1: Figure S4). Together, our data reveal that H2Aub1 unlikely has a direct repressive effect, rather it can repress genes indirectly by recruiting PRC2.

**Fig. 2:**
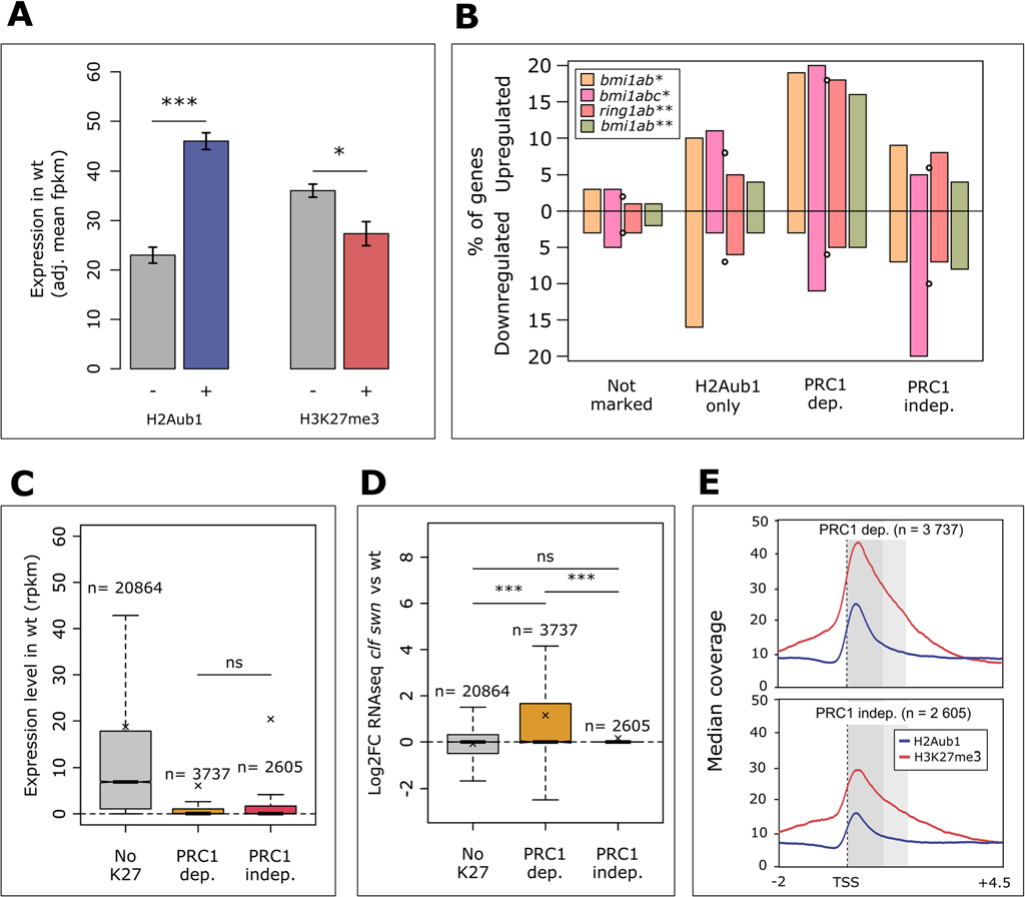
H2Aub1 is not a repressive mark per se. **a** Mean wild-type (wt) expression in the absence (−) or presence (+) of H2Aub1 or H3K27me3 after correction for the presence of the other mark (ANCOVA estimated marginal means, in fpkm). **b** Percentage of upregulated and downregulated genes in PRC1 mutants among the four categories defined by the presence of H2Aub1 and H3K27me3 and dependency of H3K27me3 on PRC1. Asterisks indicate the |log2FC| cut-off used to call significant deregulation: *≥ 4 or **≥ 1; the *p* value cut-off was 0.05 for both. Small circles indicate the mean of the four mutants. **c** wt expression level for genes defined by the presence of H3K27me3 and PRC1 dependency. **d** Expression change in a PRC2 (*clf swn*) mutant compared to wt for genes defined by the presence of H3K27me3 and PRC1 dependency. **e** Metagene profiles of H3K27me3 and H2Aub1 in PRC1-dependent and PRC1-independent gene categories. Based on re-analysed ChIP-seq data from [6] (**a**–**e**) and RNA-seq data from [20] (**a**, b*) and [19] (b**, **c**, **d**). An ANCOVA post hoc test was used to test for significance in **a**, and a Mann-Whitney *U* test for **c** and **d**; ns *p* ≥ 0.05, *p < 0.05, **p < 0.01,***p < 0.001; Bonferroni correction was applied with *m* = 6. The biological material underlying this figure is whole plants of 7 DAG (ChIP-seq data), 10 DAG (RNA-seq data in **a** and b*), and 14 DAG (RNA-seq data in b**, **c**, **d**)

We next addressed the question why certain genes require PRC1 and H2Aub1, while other genes can be targeted by PRC2 independently of PRC1. PRC1-dependent and independent genes marked by H3K27me3 did not differ in their expression level in wt (Fig. 2c); however, PRC1-dependent genes were significantly stronger upregulated in a PRC2 mutant background compared to PRC1-independent genes (Fig. 2d, Additional file 1: Figure S5, also see Fig. 2e for metagene profiles for PRC1-independent and dependent genes). This suggests that PRC1-independent H3K27me3-marked genes are already repressed before PRC2 recruitment (and so before acquiring H3K27me3), differing from PRC1-dependent genes that require PRC2 (and H3K27me3) for repression. To test the connection between PRC1 and UBP12/13, we overlapped UBP12/13 targets with PRC1-independent, PRC1-dependent, and non-K27-marked gene lists. We found that PRC1-dependent genes are preferentially targeted over PRC1-independent genes (Additional file 1: Figure S6). Together, we conclude that PRC1 likely recruits PRC2 to active genes to mediate their repression, while PRC1 appears dispensable for the PRC2 recruitment to inactive genes.

### Gain of H2Aub1 in *ubp12/13* is associated with loss of H3K27me3

We had previously shown that some PRC2 targets lose H3K27me3 in a *ubp12/13* mutant [8]. To test the connection between H3K27me3 and UBP12/13 function on a genome-wide level, we analysed H3K27me3 enrichment in *ubp12/13* compared to wt for UBP12/13 direct targets as well as non-targets. Direct UBP12/13 targets had significantly decreased H3K27me3 levels compared to non-targets (Fig. 3a, left). When only considering UBP12/13 targets and non-targets marked with H3K27me3, we similarly found that UBP12/13 targets displayed a significantly stronger loss of H3K37me3 than non-targets (Fig. 3a, middle) implicating UBP12/13 in the maintenance of H3K27me3. The global loss of H3K27me3 could be an indirect effect of downregulation of PRC2 or EMF1c components in *ubp12/13* mutants. However, mRNA level of the analysed PRC1 and PRC2 subunits was not changed (*GENE*: Log2FC, *p*_adj_—*SWN*: 1.5E−1, 8.2E−1; *CLF*: − 4.5E−1, 6.9E−1; *MEA*: ND; *FIE*: ND; *MSI1*: 2.0E−1, 8.8E−1; *FIS2*: ND; *EMF2*: − 8.7E−2, 9.4E−1; *VRN2*: 3.7E−1, 5.2E−1; *EMF1*: 7.2E−2, 9.5E−1; *EBS*: 2.1E−2, 9.9E−1; *SHL*: − 1.8E−3, 1.0; *LHP1*: 2.9E−2, 9.9E−1). 

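Of a list of 17 genes for subunits of PRC1, PRC2 and EMF1c, 14 were tested in *ubp12/13*. Of the genes the paper lists at this place, *VRN2* (AT4G16845) was higher than in wt, with a log2FC of 0.37 (standard error 0.09, adjusted p = 0.0156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as was *MSI1* (AT5G58230) with 0.31 (standard error 0.10, adjusted p = 0.046, edgeR). Adjusted over the list alone, these p-values were 0.0147 and 0.0486 (edgeR). Both changes were below the fold-change minimum. The *MSI1* value was no longer under 0.05 without wt replicate 2 or 3 or without *ubp12/13* replicate 1, 2 or 3, nor was that of *VRN2* without *ubp12/13* replicate 1 (adjusted p up to 0.130 and 0.0624, edgeR). The *MSI1* value was also above 0.05 with DESeq2, without a filter on low counts, with replicate number as a block and with thinned counts (adjusted p up to 0.164), and that of *VRN2* with DESeq2 (0.0580). *SWN* (AT4G02020) had a log2FC of 0.20 (standard error 0.08, adjusted p = 0.0887), *CLF* (AT2G23380) −0.24 (0.17, 0.319) and *FIE* (AT3G20740) 0.09 (0.10, 0.557), with all p-values in edgeR's test. *FIE* had 14.0 ± 0.624 CPM in wt and 14.9 ± 0.670 in *ubp12/13* (SD, n = 3). *SHL* (AT4G39100) had a log2FC of 0.10 (adjusted p = 0.430), *LHP1* (AT5G17690) 0.18 (0.241), *EBS* (AT4G22140) 0.03 (0.823), *EMF1* (AT5G11530) −0.05 (0.788) and *EMF2* (AT5G51230) −0.07 (0.628). Scaling by library totals turned *EMF1* and *EMF2* to 0.10 and 0.08, a scaling under which the median of all genes rose as well. *EBS* turned to −0.01 without wt replicate 1, *EMF1* to 0.08 without wt replicate 3 and *EMF2* to 0.02 without *ubp12/13* replicate 2. With library totals *SWN* passed an adjusted p of 0.05 (0.0121, edgeR), and so did *LHP1* (0.0499). *MEA* (AT1G02580) had 2 counts in the 3 wt libraries and 4 in the *ubp12/13* libraries, and *FIS2* (AT2G35670) 0 and 2, so that neither could be tested at this depth.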

The loss is also unlikely an artefact of faulty ChIP-seq normalization, as the same general loss was observed by western blot (Additional file 1: Figure S7). In the *lhp1* mutant, H3K27me3 is lost only at the 3′ end of the gene body, indicating that LHP1 is involved in H3K27me3 spreading [14, 15]. Because UBP12/13 interact with LHP1 [8], we tested whether loss of H3K27me3 in *ubp12/13* occurs predominantly at the 3′ end of the genes. We found that loss of H3K27me3 in *ubp12/13* occurs similarly on both ends of the gene (Fig. 3a, right panel). This, together with the fact that H3K27me3 enrichment at UBP12/13 targets is higher than at non-targets in wt (Fig. 3b), indicates that UBP12/13 do not promote H3K27me3 spreading, but rather prevent loss of H3K27me3. Loss of H3K27me3 in *ubp12/13* could be a consequence of reduced deposition or increased removal of H3K27me3. Since recruitment of PRC2 on about two thirds of genes depends on PRC1, we considered it rather unlikely that the presence of H2Aub1 negatively interferes with PRC2 recruitment. We tested the alternative hypothesis that loss of H3K27me3 in *ubp12/13* is a consequence of H3K27me3 being removed from genes with H2Aub1, while genes without H2Aub1 are protected. Proteins of the KDM4/JMJD2 family function as H3K27me3 demethylases in *Arabidopsis* [23–25]. By re-analysing previously published ChIP-seq data [25], we indeed found that the KDM4 RELATIVE OF EARLY FLOWERING 6 (REF6) binds to and removes H3K27me3 preferentially from genes marked with H2Aub1 (Additional file 1: Figure S8 and S9). We then asked whether H2Aub1 could recruit REF6. It was previously shown that REF6 binds the CTCTGYTY motif; however, since only about 15% of the wide-spread CTCTGYTY motifs are within REF6-bound regions, a single motif is not a good predictor for REF6 recruitment [25]. As reported in a previous study [25], clusters of four or more motifs are frequently (94%) bound by REF6, but the majority (93%) of REF6-positive regions does not have such a motif cluster (Additional file 1: Figure S10), indicating that additional factors assist in the recruitment of REF6. We used previously published REF6 ChIP-seq data [25] and our H2Aub1 data to determine whether REF6 is enriched at H2Aub1 peak summits (Fig. 3c, left panel). We found that REF6 is indeed enriched at these peaks, though the level was rather low for peaks that do not contain at least one motif. We also examined the REF6 level at CTCTGYTY motifs and found that the presence of H2Aub1 increased the median enrichment level by a factor of two compared to motifs without H2Aub1, indicating H2Aub1 is indeed required for REF6 recruitment (Fig. 3c, right panel). To test whether REF6 can be indeed recruited by H2Aub1 and is not merely co-localized for another reason, we performed REF6 ChIP-seq using REF6-GFP lines previously described [24] (Additional file 8: Table S7). Our newly generated data confirmed the results we obtained with the published data (Figure S11 and S12). Next, we analysed the differential REF6 enrichment in the *ubp12/13* mutant compared to wild type, for genes gaining, losing, or having unchanged H2Aub1 in the mutant (Fig. 3d). We found that genes that lose H2Aub1 also lose REF6, and genes gaining H2Aub1 also gain REF6. This confirms the hypothesized role of H2Aub1 in the recruitment of REF6. Lastly, we wondered how H2Aub1 and CTCTGYTY motifs work together to recruit REF6, so we determined the H2Aub1 and REF6 enrichment values in 50-bp windows across the genome, as well as the numbers of CTCTGYTY motifs in 600 bp around the centres of those windows, and made scatterplots with the resulting data (Fig. 3e). We found that in general, H2Aub1 correlated well with REF6 (slope between 0.27 and 0.47), regardless of the number of motifs. Together, we propose that UBP12/13 maintain H3K27me3 via protection against demethylation.

**Fig. 3:**
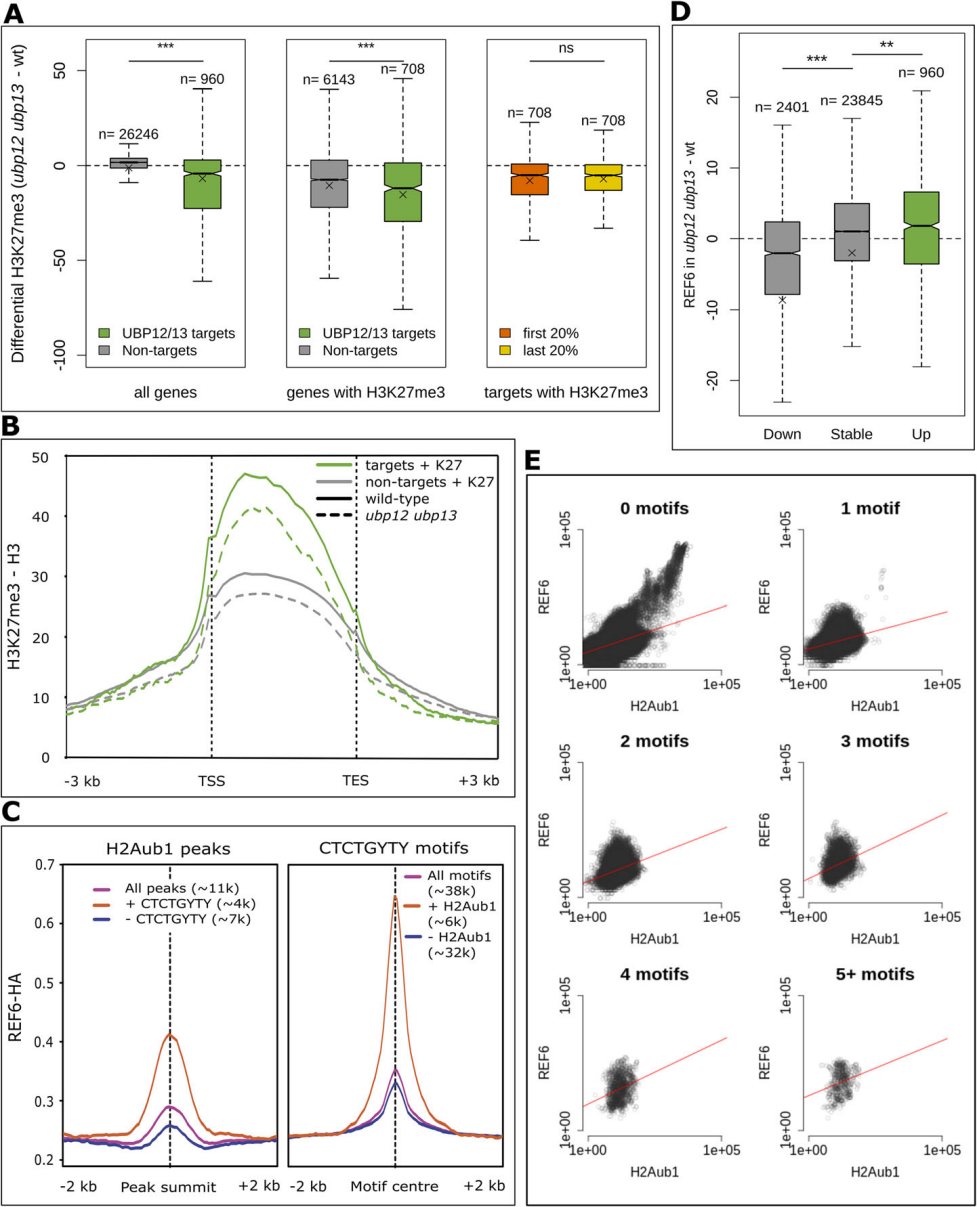
UBP12/13 protect against H3K27me3 removal. **a** Differential H3K27me3 enrichment in the *ubp12/13* mutant minus wild type, for UBP12/13 targets and non-targets (left), for UBP12/13 targets and non-targets marked with H3K27me3 (middle), and for UBP12/13 targets with H3K27me3 on the first 20% or the last 20% of gene bodies (right). Tests for significance (for **a**–**c**) were done by Mann-Whitney *U* test; ns *p* ≥ 0.05, *p < 0.05, **p < 0.01,***p < 0.001; Bonferroni correction was applied with *m* = 6. **b** Metagene plot showing the median H3K27me3 coverage-scaled fragment counts in the *ubp12/13* mutant (dashed line) and wild type (solid line), for UBP12/13 targets with H3K27me3 (green) and non-targets with H3K27me3 (grey). **c** REF6 enrichment (median coverage-scaled fragment count) at narrow H2Aub1 peaks (left) and at CTCTGYTY motifs (right). Depicted in the left panel are all significant H2Aub1 peaks (purple), all peaks with at least one CTCTGYTY motif (red) and all peaks that do not possess at least one CTCTGYTY motif (blue). Depicted in the right panel are all CTCTGYTY motifs (purple), all motifs with H2Aub1 (red), and all motifs without H2Aub1 (blue). REF6-HA binding sites and CTCTGYTY data obtained from [25]. **d** Differential coverage-scaled REF6 fragment counts (mutant-wt) for genes that lose H2Aub1 (“Down”), genes without a change in H2Aub1 (“Stable”), and genes gaining H2Aub1 (“Up”). **e** Scatterplots made with the coverage-scaled fragment counts of H2Aub1 and REF6 in 50-bp windows (genome-wide). CTCTGYTY motifs were also counted in 600-bp windows around the centre of the windows, and windows were split over separate plots depending on the number of motifs. The *x*- and *y*-axes are logarithmic (Log10). Statistics: 0 motifs (*m* = 0.33, *R*^2^ = 0.17, *p* < 2.2E−16), 1 motif (*m* = 0.27, R^2^ = 0.09, *p* < 2.2E−16), 2 motifs (*m* = 0.39, *R*^2^ = 0.11, *p* < 2.2E−16), 3 motifs (*m* = 0.47, *R*^2^ = 0.10, *p* < 2.2E−16), 4 motifs (*m* = 0.47, *R*^2^ = 0.07, *p* < 2.2E−16), and 5+ motifs (*m* = 0.41, *R*^2^ = 0.05, *p* < 3.7E−9). The biological material used to generate the data in this figure was 33 DAG rosettes, apart from the REF6-HA data, which was obtained from 12 DAG seedlings

### H2Aub1 is associated with responsiveness

Our data suggest that H2Aub1 is not a repressive mark per se, but that it can cause repression via PRC2-mediated H3K27me3 deposition (Fig. 2), while at the same time, it has an anti-repressive role possibly due to the recruitment of H3K27-demethylases (Fig. 3). Because genes upregulated in *ubp12/13* and genes co-targeted by BRAHMA and REF6 [24] are linked to stimulus response, we hypothesized that H2Aub could provide a standby mode between stable activation and stable repression, allowing genes to quickly respond to stimuli. To test this hypothesis, we performed a GO analysis on genes marked with H2Aub1, as well as genes with H3K27me3, and genes with neither mark. For genes marked with H2Aub1, about half of the significantly enriched GO terms were related to stimulus response (33/76), while none (0/26) or only one (1/67) enriched GO term for stimulus response was found for genes with H3K27me3 or genes without either mark, respectively (see Additional file 9: Table S8). Next, we tested whether genes with H2Aub1 have a higher potential to change their expression than genes without this modification. We re-analysed previously published ‘total gene responsiveness’ scores based on microarray data from 467 conditions [26] (see Additional file 10: Table S9). Total gene responsiveness is defined by the number of conditions in which a gene is deregulated compared to the control condition. Based on this definition, housekeeping genes and constitutively repressed genes have a low score, while hypervariable genes have a high score [24]. We found that the presence of H2Aub1 is positively linked to responsiveness and that the H3K27me3 mark shows a weak negative association (Additional file 1: Figure S13). Taken together, our results support the idea that H2Aub1 provides a stand-by state for rapid expression change.

### Role of H2A.Z in H3K27me3 maintenance

It was recently shown that H2A.Z can be monoubiquitinated [27]. Since the commonly used H2Aub1 antibody, which was used in this study, also reacts with monoubiquitinated H2A.Z [27], we tested whether H2A.Zub1 is targeted by UBP12/13. We performed H2A.Z ChIP-seq (Additional file 11: Table S10) and analysed the overlap of UBP12/13 targets and H2A.Z-marked genes. We found that most (93%) of UBP12/13 targets contain H2A.Z, which was significantly higher (1.2×) than based on random chance (Additional file 1: Figure S14A). Using previously published data [27], we asked whether UBP12/13 targets were enriched for putative H2A.Zub1-marked genes. We identified deregulated genes in a mutant line expressing an H2A.Z variant that cannot be ubiquitinated (*hta9* HTA-RR). We found that UBP12/13 targets were strongly enriched for upregulated genes in the substitution line (Additional file 1: Figure S14B), consistent with the proposed role of H2A.Zub1 in gene repression [27]. We next tested whether H2A.Z has any effect on differential gene expression in the *ubp12/13* mutants. However, we found that UBP12/13 targets with and without H2A.Z were similarly upregulated (Additional file 1: Figure S15), suggesting that the repressive effect mediated by UBP12/13 is not specific for H2A.Z containing nucleosomes. Previous work established that there is no global loss of H3K27me3 in mutants depleted for H2A.Z [27], contrasting with the loss of H3K27me3 observed on UBP12/13 targets in *ubp12/13* mutants. We thus conclude that the repressive effect mediated by UBP12/13 is unlikely to be connected to H2A.Z, consistent with the proposed independency of H2A.Z-mediated repression and PRC2 function [27].

## Discussion

Our study revealed that UBP12 and 13 work together with PRC1, PRC2, and EMF1 to repress genes involved in stimulus response. We found that UBP12/13 deubiquitinate H2A at PRC2 target genes and that this is associated with repression of those genes. We also observed that these genes lose H3K27me3 in the *ubp12/13* mutant, revealing that UBP12/13 activity is required to maintain correct H3K27me3 levels. The mechanism of how the removal of H2Aub1 could lead to gene repression has been enigmatic, because removal of PRC1 causes PcG target gene activation [8, 16]. Our data provide an answer to this question, by revealing that PRC1/H2Aub1 does not cause repression by itself but allows recruitment of PRC2 and that H2Aub1 aids in the recruitment of the H3K27me3 demethylase REF6. Thus, removal of H2Aub1 prevents gene reactivation by preventing active H3K27me3 demethylation.

We have shown that UBP12/13 targets are involved in response processes, as are H2Aub1-marked genes in general. Responsive genes are also targeted by REF6 [24], consistent with the finding that REF6 is enriched at genes marked with H2Aub1. Similarly, it has been proposed that active H3K27me3 demethylation by KDM6 family members JMJD3 and UTX in mammals is required for stimulus response [28]. Mammalian JMJD3 has been shown to be upregulated in different cell types in response to inflammatory signals and hypoxia [29–32], and in *Caenorhabditis elegans*, JMJD3 is required for the heat shock response [33]. Furthermore, in mammalian macrophages, JMJD3 is preferentially targeted to bivalent genes [29], i.e. genes marked with both H3K4me3 and H3K27me3, which are inactive but can be rapidly activated [34]. And in mammalian stem cells, UTX is required for the activation of retinoic acid-inducible bivalent genes [35]. Together with our data, this strongly suggests that H3K27me3 demethylation in responsive genes is conserved across kingdoms.

Our data furthermore revealed that there are two distinct modes of PRC2 recruitment: a PRC1-dependent recruitment to expressed genes and a PRC1-independent recruitment to silent genes. Also in *Drosophila*, distinct sets of genes differ in their requirement of PRC1 for PRC2 recruitment and about a third of PcG targets recruit PRC2 independently of PRC1 [36]. What determines whether a gene requires PRC1 for PRC2 recruitment has not yet been revealed. However, consistent with our model, it has been speculated that PRC1-independent targets cannot be switched to a transcriptionally active state, while PRC1-dependent genes are susceptible to the action of Trithorax-group proteins and thus potentially active [7]. Also consistent with this model is the fact that animal PRC1 binds at many transcriptionally active genes [37–39], possibly enabling switching to the transcriptionally repressed state. Finally, it has been shown that PRC2 binds nascent RNA non-specifically, and it has been proposed that RNA binding prevents PRC2 from depositing H3K27me3 [40–42]. Therefore, the requirement of PRC1 to enable PRC2 recruitment to active genes could be conserved between animals and plants.

In addition to H2A deubiquitination, UBP12/13 were reported to remove polyubiquitin from the transcription factor MYC2 in vitro, causing its stabilization [43]. Furthermore, the receptor-like kinase RGFR1 was stabilized when overexpressing UBP13 [44], suggesting that UBP12/13 have additional functions. Nevertheless, our study concentrated on genes gaining H2Aub1 in *ubp12/13* mutants, which is likely a consequence of UBP12/13 acting as histone deubiquitinase. In addition to the genes that gained H2Aub1, we unexpectedly observed twice as many that lost H2Aub1. One possible explanation is that the lack of removal of H2Aub1 from UBP12/13 targets limits the amount of available ubiquitin on other targets. Another explanation is that PRC1 function is compromised. While no gene encoding for PRC1 subunits was downregulated in *ubp12/13*, it remains possible that UBP12/13 are required to stabilize PRC1 subunits at the protein level. 

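Among the PRC1 genes of the list, *RING1B* (AT1G03770) was past both thresholds in *ubp12/13*, rising from 3.91 ± 0.779 to 8.75 ± 0.763 CPM (SD, n = 3), a log2FC of 1.15 (standard error 0.17, adjusted p = 0.0016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0017 adjusted over the list alone). *RING1A* (AT5G44280) rose from 5.25 ± 0.931 to 8.28 ± 0.477 CPM, a log2FC of 0.67 (standard error 0.16, adjusted p = 0.0148, edgeR). *BMI1A* (AT2G30580) had a log2FC of 0.16 (adjusted p = 0.391, edgeR) and *BMI1B*, listed in the annotation as *DRIP1* (AT1G06770), 0.17 (adjusted p = 0.477, edgeR). The gene entered for *BMI1C*, listed as *ATBM1C* (AT3G23060), had 2 counts in the wt libraries and 2 in the *ubp12/13* libraries and was not tested. None of *RING1A*, *RING1B*, *BMI1A* and *BMI1B* had a log2FC below 0, neither here nor under the other scalings (library totals and RLE size factors).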

The mammalian homolog of UBP12/13, USP7, deubiquitinates and thereby stabilizes a subunit of PRC1 [45–47], and a similar scenario may apply to plants. This could potentially cause an underestimation of the number of loci on which H2Aub1 is removed, which, however, should not affect the general conclusions drawn from this work.

Whether a similar mode of repressive H2A deubiquitination mediated by UBP12/13 exists in animals is unclear. Animal USP7 does not target H2A, but rather H2B [48–50]. In *Drosophila*, Calypso is an unrelated protein that was proposed to have a similar role to UBP12/13, as it is required for the repression of PRC2-targeted *HOX* genes [51]. However, the mammalian homolog of Calypso, BAP1, has recently been shown to remove H2Aub1 in order to activate genes [52]. BAP1 targets do not possess H3K27me3 in wt, but do in the *bap1* mutant, indicating that BAP1 prevents recruitment of PRC2 by PRC1 [52]. This function of BAP1 does however not preclude the existence of repressive H2A deubiquitination in animals, as other H2A deubiquitinases could have that role [53].

## Conclusions

In summary, based on the data generated in this study, we propose the following model explaining the requirement of PRC1 and UBP12/13 for PRC2-mediated gene repression (Fig. 4): PRC1-independent PRC2 targets have a minimal expression level and can be directly stably repressed by PRC2. In contrast, PRC1-dependent genes are actively expressed; their nascent RNA plausibly inhibits PRC2 function ([40–42]). Alternatively, PRC2 recruitment could be inhibited by transcription factors occupying PRC2-recruiting DNA elements [54]. PRC1 mitigates this inhibition not by causing repression, but more likely by counter-balancing the inhibition by facilitating PRC2 recruitment, possibly by recruiting LHP1 or EMF1 ([10, 11]). In this way, PRC1/H2Aub1 allows PRC2-mediated gene repression, but at the same time, H2Aub1 allows the recruitment of an H3K27me3 demethylase. This allows H2Aub1-marked genes to be rapidly switched between active and repressed states in response to defined stimuli. Stable repression, therefore, requires that after PRC2 recruitment H2Aub1 is removed again by UBP12/13.

**Fig. 4:**
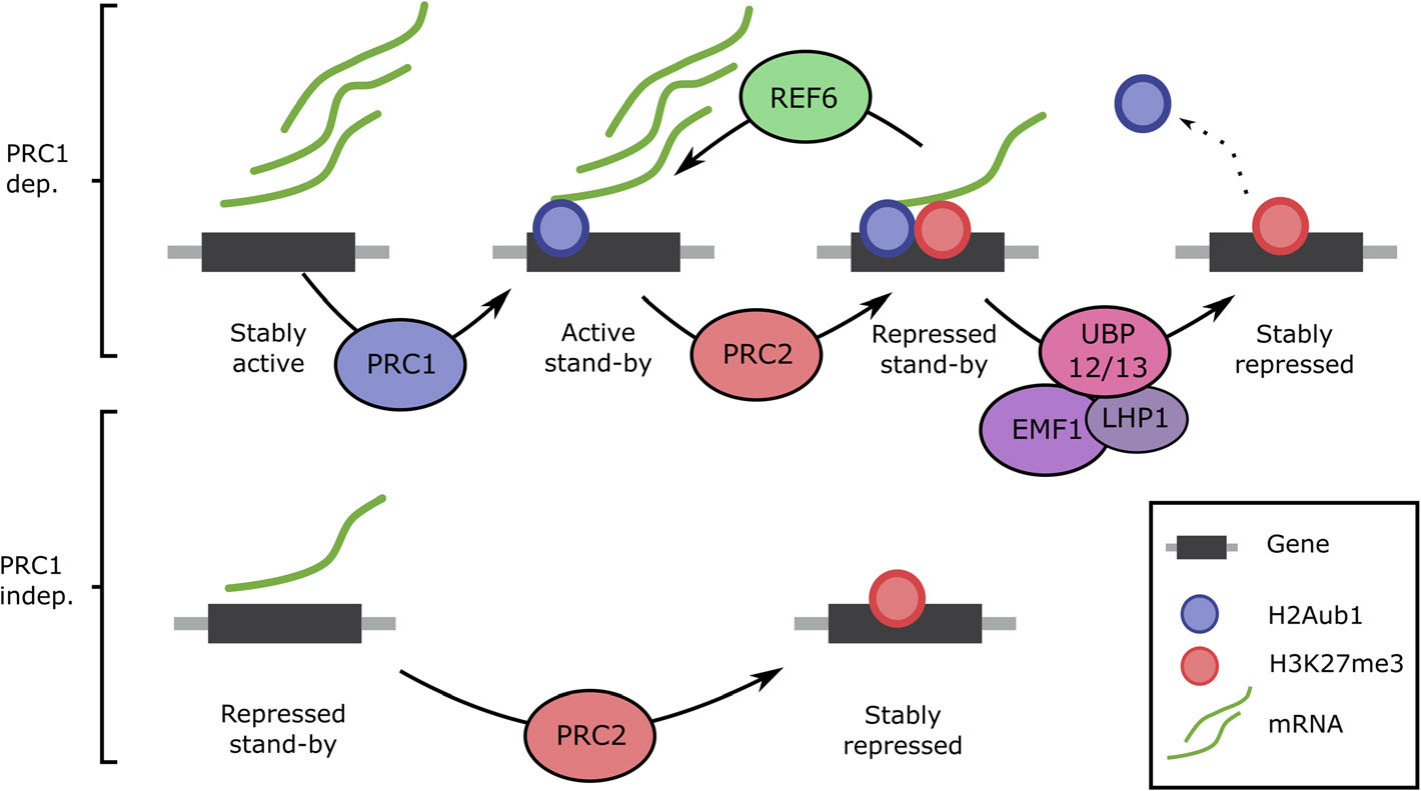
Model of PRC1/PRC2-mediated gene regulation. Before PRC1/PRC2 recruitment, PRC1-dependent genes are active, while PRC1-independent genes are already pre-repressed. The pre-repressed genes can be directly targeted by PRC2, while PRC2 targeting to active genes is inhibited, possibly by nascent RNA. PRC1 presence mitigates this inhibition, allowing PRC2 to target and silence the genes. However, PRC1-mediated H2Aub1 enhances REF6 binding and H3K27 demethylation, allowing genes marked by H2Aub1, to be rapidly reactivated in response to a stimulus. Therefore, removal of H2Aub1 by UBP12/13 is necessary for stable repression

## Methods

### Plant material

Mutant alleles used in this study are *ubp12-1* (GABI_244E11) [17, 18], *ubp13-3* (SALK132368) [6], and *ubp12-2w* (GABI_742C10) [55]. Mutant and wt (Col-0) plants were grown under long-day conditions (16 h light, 8 h dark), at 22 ± 2 °C. Because the *ubp12-1 ubp13-3* double mutant is sterile, it was maintained heterozygous for *ubp13-3*. REF6-GFP *ref6* seeds were kindly provided by [24], and plants were crossed to *ubp12-1 ubp13-3* to obtain REF6-GFP *ref6 ubp12-1 ubp13-3* plants. *ubp12-1 ubp13-3* mutants were named *ubp12/13* throughout most of the text. Homozygotes were identified by genotyping and confirmed by phenotyping, see Additional file 12: Table S11 for primers used in this study.

### Antibodies

Antibodies used were anti-H3 (07-690, Merck Millipore, Burlington, MA, USA), anti-H2Aub1 (#8240S, Cell Signaling Technology, Danvers, MA), anti-HTA9 (AS10 718, Agrisera, Vännäs, Sweden), anti-H3K27me3 (07-449, Merck Millipore), anti-H4 (05-858, Merck Millipore), and anti-GFP (A11122, Thermo Fisher Scientific, Waltham, MA, USA).

### Histone extraction and western blotting

Histone extraction and western blotting were performed as previously described [8], with the following modifications: for H2Aub1 western blot, 2-week-old whole *ubp12-2w ubp13-3* seedlings were used, and for H3K27me3 western blot, ca. 30-day-old *ubp12-1 ubp13-3* rosettes were used.

### RNA sequencing

For RNA sequencing, *ubp12-1*, *ubp13-3*, *ubp12-1 ubp13-3*, and wt plants were grown for 2 weeks on half-strength Murashige and Skoog medium (1/2 MS) medium, and whole seedlings were harvested between 6 and 8 h after dark to light transition. RNA was isolated with the MagJET plant RNA purification kit (Thermo Fisher Scientific), and libraries prepared with the TRUseq RNA sample preparation kit v2 (Illumina, San Diego, CA, USA). 50-bp single-end read sequencing was performed on the Hiseq2000 platform (Illumina) at SciLifeLab (Uppsala, Sweden). The RNA-seq experiment was done with three biological replicates per genotype.

### H2Aub1, H2A.Z, H3K27me3, and REF6 ChIP-seq

For H2Aub1, H2A.Z, and H3K27me3 ChIP-seq, *ubp12-1 ubp13-3* and wt plants were grown for 2 weeks on ½ MS medium, then transferred to soil where they grew until the age of 33 days, and then rosette leaves were harvested 1 h before darkness. For REF6 ChIP-seq, we used double mutant and wt plants harbouring a REF6-GFP construct. ChIP was performed as described before [56], with the following modifications: no vacuum infiltration with DMA was performed. Vacuum infiltration with formaldehyde was performed for 2 × 5 min for H2Aub1/H2A.Z and H3K27me3 experiments and 2 × 10 min for the REF6 experiment. For quenching the formaldehyde, the solution was poured off, after which 0.125 M glycine was added and another 5-min vacuum infiltration was performed. Vacuum infiltration was performed at room temperature. Around 300, 500, and 200 mg cross-linked plant material was used for the nuclei extraction for the H2Aub1/H2A.Z, H3K27me3, and REF6, respectively. Sonication of the chromatin was done for eight 30-s ON, 30-s OFF cycles. Overnight antibody binding was performed directly after sonication, followed by the addition of washed protein A Dynabeads (Thermo Fisher Scientific) to each ChIP aliquot. For bead washing, the LiCl wash step was skipped. De-crosslinking and subsequent DNA recovery steps performed using the Ipure kit v2 (Diagenode, Liège, Belgium). For the H2Aub1/H2A.Z ChIP-seq experiment, the MicroPlex Library Preparation kit v2 (Illumina) was used for library preparation, and 50-bp single-end read sequencing was performed on the Hiseq 2000 platform (Illumina) at SciLifeLab (Uppsala, Sweden). For the H3K27me3 and REF6 ChIP-seq experiments, the Ovation Ultralow Sytem V2 (NuGEN, Redwood City, CA, USA) was used, and 150-bp paired-end sequencing was performed on the HiseqX platform at Novogene (Hong Kong). The ChIP-seq experiments were done using 2 biological replicates per IP, per genotype.

### Transcriptome data analysis

For our RNA-seq data and for the re-analysis of the RNA-seq data from [6], we employed cutadapt v. 1.18 [57] for adapter trimming and then mapped the reads to the *Arabidopsis* reference TAIR10 genome using the program tophat v2.1.1 [58], see Additional file 13: Table S12 for details on read numbers. Only reads mapping to nuclear chromosomes, reads with length > 25 nt, and reads with mapping quality > 30 were used in the subsequent analysis. Mapped reads were annotated and quantified using HTseq v0.11.1 [59]. DESeq2 [60] was used to analyse new (*ubp12*, *ubp13*, *ubp12/ubp13*) and previously published (*bmi1a bmi1b* [19], *ring1a ring1b* [19], *clf swn* [19], *emf1* [9]) raw transcript data, with differential analysis only for those genes with CPM > 1 in at least 2 replicates. Significantly deregulated genes were defined as having a |log2FC| ≥ 1 and a false discovery rate (FDR) adjusted *p* value (*p*_adj_) of < 0.05. PRC1 mutant transcriptome data from [20] was not re-analysed, and so here, the |lof2FC| cut-off of 4 was kept. When displaying the differential expression as boxplots, no prior filtering (on log2FC or *p* value) was performed and non-detected genes were assigned a log2FC value of 0 (except when stated otherwise). To produce the final graphs, we only displayed values associated with protein-coding nuclear genes (*N* = 27,206).

### H2Aub1, H2A.Z, H3K27me3, and REF6 ChIP-seq data analysis

FastQC [61] was used for quality control. Low-quality ends (phred of < 20) and adapter sequences were removed with Trimmomatic (version 0.38, [62]). Reads with low average quality were discarded too (phred < 25 for the H2Aub1/H2A.Z ChIP-seq experiment and < 28 for the H3K27me3 and REF6 experiments). For all experiments, reads were mapped to the *Arabidopsis* reference TAIR10 genome using bowtie2 (version 2.2.9 [63];), unpaired mode for the H2Aub1/H2A.Z experiment, and paired mode for the H3K27me3 and REF6 experiments. For the latter two, 50 bp was taken as the minimum distance between mates and 500 bp the maximum distance. After mapping, duplicated reads were removed. Details on read numbers can be found in Additional file 14: Table S13. For the H2Aub1/H2A.Z ChIP-seq experiment, fragment length was estimated with R function estimate.mean.fraglen, estimates can be found in Additional file 15: Table S14. For the H3K27me3 and REF6 ChIP-seq experiments, original fragments were reconstructed using information from both mates of a pair. Raw H2Aub1 and H3K27me3 data from a previous study was re-analysed in the same way as for our H2Aub1/H2A.Z ChIP-seq experiment. Gene annotation data was taken from the TAIR website (www.arabidopsis.org).

### H2Aub1, H2A.Z, H3K27me3, and REF6 peak calling

MACS2 [64] was used for H2Aub1, H2A.Z, and H3K27me3 peak calling, using H3 as a reference, and effective genome size of 119,481,543 bp. The broad mode was used with *q* = 0.05 and broad cut-off = 0.1. Peaks were considered real if they occurred in both replicates, in which case the peaks were merged. The presence of a mark on a gene requires the presence of at least one real peak in the first 1 kb of the gene body, see Additional file 6: Table S5 for the lists of genes defined by the presence of H2Aub1 and H3K27me3. H2Aub1 and H3K27me3 generated by Zhou et al. [6] have been re-analysed in the same way, with the exception that as control library, a common input library was used (no sample-specific input available). There is a 2–3-fold discrepancy in the number of H2Aub1-marked genes between our study and Zhou et al. We believe this is caused by the difference in plant material used (33 DAG rosettes vs 7 DAG seedlings), as the difference in peak annotation methods does not greatly affect the numbers, see Additional file 16: Table S15. For the REF6 at H2Aub1 peak summits, H2Aub1 peaks were called differently: reads from both replicates were merged, and peaks were called in narrow mode to obtain peak summits. The narrow mode was also used to call REF6 peaks; however, replicates were kept separate. Peaks from both replicates that were overlapping were merged; the rest of the peaks discarded.

### Identifying UBP12/13 targets

To identify UBP12/13 targets, we located regions with increased H2Aub1 in the *ubp12 ubp13* mutant compared to wt. To test for significant differential enrichment, we employed MAnorm [65]. MAnorm was run using MACS2 output directly with the following parameters: window size 1000 bp, number of simulations 100, *p* value cut-off 0.05, and m cut-off 0. The shift value was set as half the estimated fragment length (see Additional file 15: Table S14). From the output of the programme, peaks occurring in both replicates (overlapping with at least 1 bp) and with the same direction of change were considered real peaks and were merged, see Additional file 4: Table S3 for the lists of differential peaks. Peaks were annotated to protein-coding genes if they overlapped with the first 1 kb of the gene body. The final list of UBP12/13 targets contains genes with peaks of H2Aub1 increase, minus those genes that also contained a peak of H2Aub1 decrease (the latter only applied to 2 genes), see Additional file 5: Table S4 for a list of UBP12/13 target genes.

### H2Aub1, H2A.Z, H3K27me3, and REF6 scaling and normalizing

In order to display H2Aub1, H3K27me3, H2A.Z, and REF6 levels (as well as H3 or input controls) in metagene plots or genome browser images, we divided the genome into 50-bp bins and counted the number of fragments in each bin. We then divided the number of fragments per bin (+ 1) by the total base coverage (in billion bases). This has been done instead of scaling to the total number of fragments because of differing fragment lengths. A comparison of ChIP-seq replicates is shown in Additional file 1: Figure S16. After scaling, replicates were combined (by taking the mean), see Additional file 1: Figure S17 for a genome browser image of several genes with the scaled ChIP-seq tracks. To analyse differential H3K27me3 enrichment per gene, we performed a similar analysis, but instead of 50-bp bins, we counted the number of fragments within the first 1 kb, first 20%, and last 20% of gene bodies and applied the same scaling as before. After scaling, replicates were averaged, and scaled fragment counts from wild type were subtracted from mutant counts, see Additional file 17: Table S16 for differential H3K27me3 enrichment for all protein-coding nuclear genes. For the PRC1-dependent/independent metagene plots and for the correlation of H2aub1 and H3K27me3 with expression, we reanalysed previously published H2Aub1 and H3K27me3 data [6] in the same way our data was analysed.

### REF6 analyses

Regions hyper-methylated in *ref6* and regions bound by REF6 (REF6-HA) were obtained from [25] and were annotated to the first 1 kb of gene bodies using TAIR10. Genome-wide REF6 read counts and lists of CTCTGYTY motifs were also obtained from [25]. Lists of motif clusters were produced using the criteria of the original publication: at least 4 motifs in a 600-bp window. Overlapping clusters were merged. These analyses were repeated with our own REF6 ChIP-seq data. We also performed an analysis correlating H2Aub1 and REF6 level in 50-bp bins. For this analysis, we counted the number of motifs in 600-bp areas centred on the bins.

### Gene responsiveness analysis

Gene responsiveness scores were obtained from a previously published study [26]. We updated the annotation of the probes to TAIR10. Probes that were associated with multiple loci were not included in the analysis. The updated responsiveness list is presented in Additional file 10: Table S9.

### Gene Ontology analysis

To perform Gene Ontology analysis, we used the Panther Overrepresentation Test (released 2019-03-08), Annotation version ‘GO Ontology database Released 2019-02-02’, with the annotation dataset ‘GO biological process complete’ [66]. Fisher’s exact test was used with Bonferroni correction for multiple testing. The final results included only GO terms that passed the corrected *p* value of 0.05, which had at least 5 genes from the input list and that were overrepresented by genes from the input list.

### Graphical and statistical software

To produce most graphs, base R functions were used. For metagene plots, we used functions from the Deeptools linux package [55]. The program Sigmaplot (v. 14.0, Systat Software Inc.) was used to carry out Mann-Whitney *U* tests, hypergeometric tests and linear regression were performed in R, and ANCOVA was performed in IBM SPSS Statistics v. 24. Final figures were assembled and annotated (where necessary) using Inkscape.

## Supplementary information

**Additional file 1:Figure S1.** RNA-seq PCA highlights redundancy between *UBP12* and *UBP13.***Figure S2.** H2Aub1 western blot. **Figure S3.** UBP12/13 targets are enriched for upregulated genes. **Figure S4.** Differential expression in a PRC1 mutant. **Figure S5.** Gene deregulation in a PRC2 mutant. **Figure S6.** UBP12/13 preferentially target PRC1-dependent genes. **Figure S7.** H3K27me3 western blot. **Figure S8.** H2Aub1-only genes are over-enriched for genes hypermethylated in *ref6*. **Figure S9.** H2Aub1-only genes are over-enriched for REF6 targets. **Figure S10.** Motif clusters are not sufficient for REF6 binding. **Figure S11.** H2Aub1-only genes are over-enriched for REF6 targets. **Figure S12.** CTCTGYTY motif and H2Aub1 presence are positively associated with REF6. **Figure S13.** H2Aub1 is associated with gene responsiveness. **Figure S14.** UBP12/13 targets are enriched for H2A.Z and putative H2A.Zub1. **Figure S15.** H2A.Z presence does not affect expression change in UBP12/13 targets. **Figure S16.** Comparison of replicates for ChIP-seq. **Figure S17.** Genome browser image.

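Table S1 gives, for each mutant, the genes that the paper calls deregulated, with their log2FC. Its headings give 49 higher and 17 lower genes for *ubp12*, and the copy read here lists 40 of the 49, so that the higher genes of *ubp12* were not compared. For *ubp12/13* the table lists 1228 higher and 369 lower genes. Of the higher ones 872 were tested here and 623 called higher, and of the lower ones 321 were tested and 272 called lower; all that were tested had the direction of the table. The other 404 genes (25.3%) did not pass the filter on CPM, with a median of 9 counts over the 6 libraries. Of the 33 genes that the table gives as higher in *ubp13*, 27 did not pass this filter, and of the 6 tested 0 were called, though all 6 had an unadjusted p under 0.05. Of the 17 genes given as lower in *ubp12*, 10 were tested and 4 called.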

**Additional file 2:Table S1.** Genes deregulated in *ubp12*, *ubp13*, and *ubp12/13*.

**Additional file 3:Table S2.** GO analysis of genes upregulated in *ubp12*, *ubp13*, and *ubp12/13*.

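All peaks of H2Aub1 increase analysed here are in Table S3. The table marks 1114 of them as genic and 875 as lying over the first 1 kb of a gene. With the annotation used here, 1267 peaks had the same genic state as in the table and 1247 the same state for the first 1 kb.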

**Additional file 4: Table S3.** Differential H2Aub1 peaks.

**Additional file 5: Table S4.** UBP12/13 target genes.

**Additional file 6: Table S5.** Gene groups defined by presence of H2Aub1 and H3K27me3 in wt.

**Additional file 7: Table S6.** Gene groups defined by presence of H2Aub1 and H3K27me3 in wt, and PRC1-dependency.

**Additional file 8: Table S7.** Gene groups defined by the presence of REF6.

**Additional file 9: Table S8.** GO analysis of H2Aub1-marked genes, and H3K27me3-marked genes.

**Additional file 10: Table S9.** Gene responsiveness.

**Additional file 11: Table S10.** Gene groups defined by the presence of H2A.Z.

**Additional file 12: Table S11.** Primers used in this study.

**Additional file 13: Table S12.** Numbers of reads for the RNA-seq experiment.

**Additional file 14: Table S13.** Numbers of reads for the ChIP-seq experiments.

**Additional file 15: Table S14.** Estimated mean of fragment lengths.

**Additional file 16: Table S15.** Peak annotation method comparision.

**Additional file 17: Table S16.** Differential H3K27me3 in *ubp12/13* vs wt.

**Additional file 18.** Review history.

## Data Availability

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository, with accession number GSE131756 [67].

# Supplementary material for: Removal of H2Aub1 by ubiquitin-specific proteases 12 and 13 is required for stable Polycomb-mediated gene repression in Arabidopsis
**Source:** Genome Biol. 2020 Jun 16;21:144. doi: 10.1186/s13059-020-02062-8
**Supplement:** Supplementary file 1 — Additional file 1:Figure S1. RNA-seq PCA highlights redundancy between UBP12 and UBP13.Figure S2. H2Aub1 western blot. Figure S3. UBP12/13 targets are enriched for upregulated genes. Figure S4. Differential expression in a PRC1 mutant. Figure S5. Gene deregulation in a PRC2 mutant. Figure S6. UBP12/13 preferentially target PRC1-dependent genes. Figure S7. H3K27me3 western blot. Figure S8. H2Aub1-only genes are over-enriched for genes hypermethylated in ref6. Figure S9. H2Aub1-only genes are over-enriched for REF6 targets. Figure S10. Motif clusters are not sufficient for REF6 binding. Figure S11. H2Aub1-only genes are over-enriched for REF6 targets. Figure S12. CTCTGYTY motif and H2Aub1 presence are positively associated with REF6. Figure S13. H2Aub1 is associated with gene responsiveness. Figure S14. UBP12/13 targets are enriched for H2A.Z and putative H2A.Zub1. Figure S15. H2A.Z presence does not affect expression change in UBP12/13 targets. Figure S16. Comparison of replicates for ChIP-seq. Figure S17. Genome browser image.

**Additional File 1: Supplementary Figures.**

**
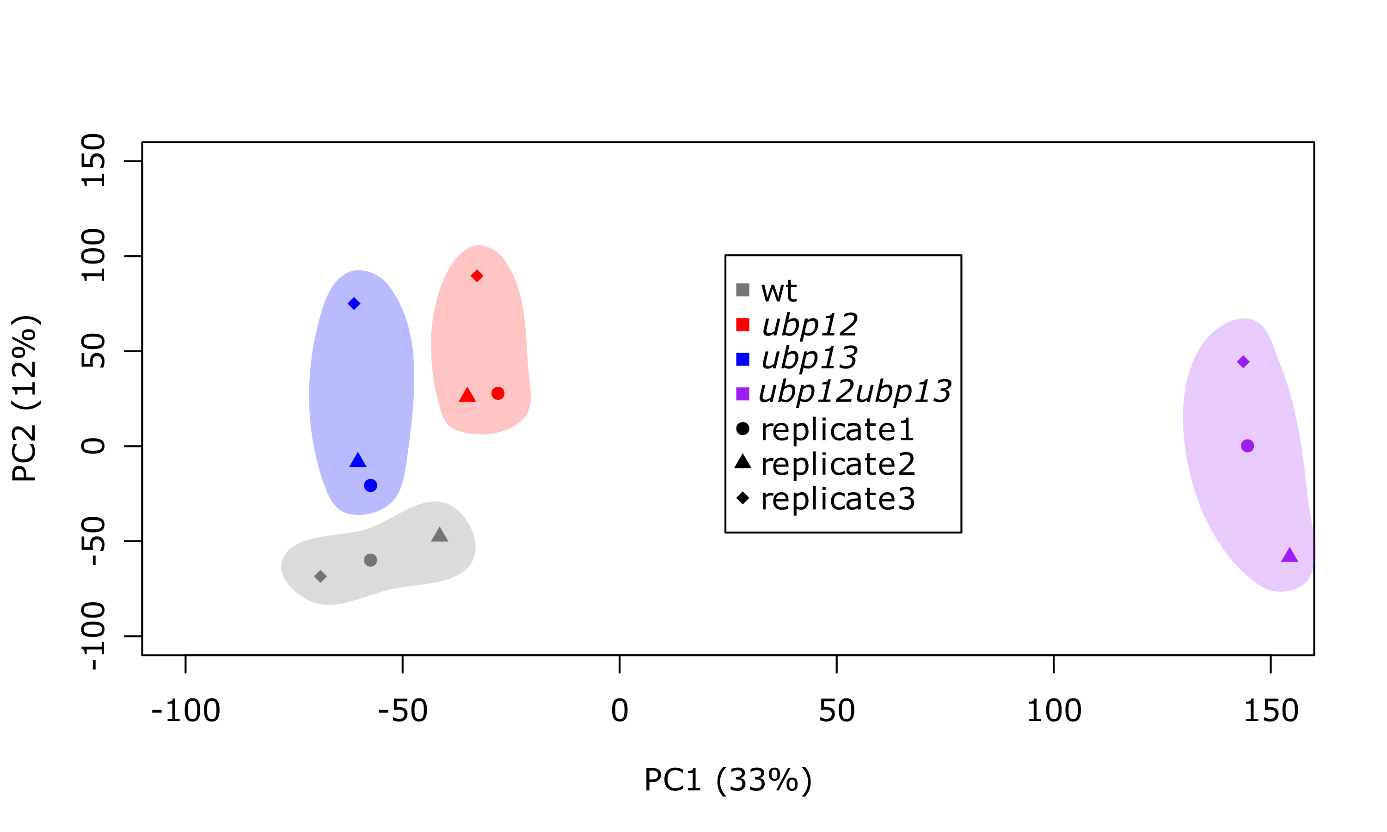
**

**Figure S1. RNA-seq PCA highlights redundancy between *UBP12* and *UBP13*.** PCA plot of RNA-seq rpkm values of each of three replicates for each of the four genotypes (wt, *ubp12*, *ubp13*, *ubp12/13*).

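The values in the plot are rpkm, reads scaled to transcript length and to the number of mapped reads, so that each point places a library by the expression of all genes at once. A principal component is a weighted sum over genes, and the first holds the largest share of the variance between libraries. Scaling every gene to unit variance, which gives each gene the same weight, put 34.2% of the variance on PC1. With the 500 most variable genes alone it was 67.4%.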

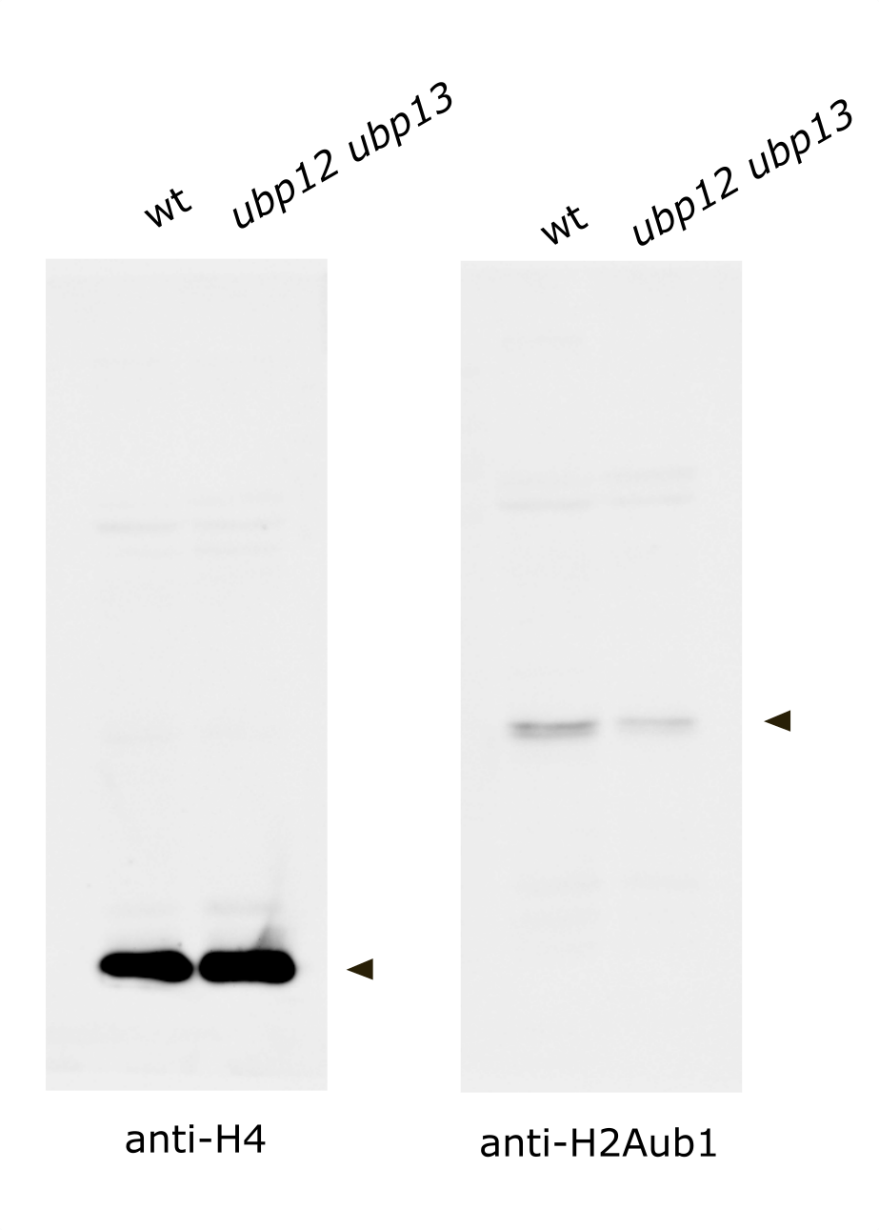

**Figure S2. H2Aub1 western blot.** Western blots of histone extracts of whole seedlings of wild-type and *ubp12-2w ubp13-3*, probed with anti-H4 (left), or anti-H2aub1 (right). Equal amount of plant material were used for the different samples. The arrows indicate the location of the H4 and H2Aub1 bands.

**
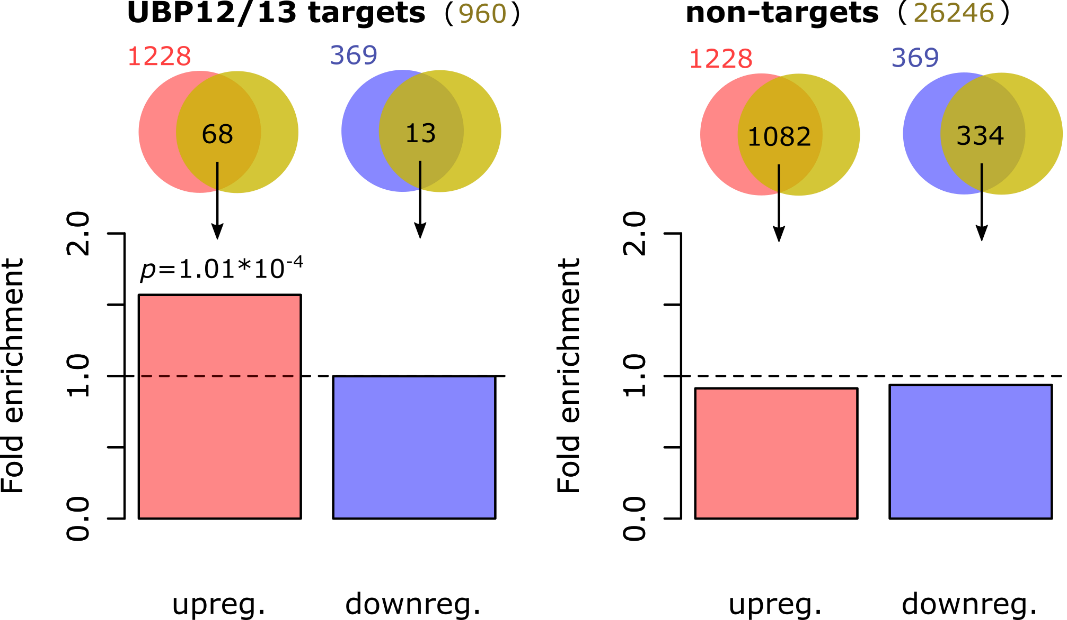
**

**Figure S3. UBP12/13 targets are enriched for upregulated genes.** Overlap of gene lists (actual/ expected based on chance) of UBP12/13 targets (right) or non-targets (left), and genes significantly upregulated (log2FC >1, *p*_adj_<0.05) or genes downregulated (log2FC<-1, *p*_adj_<0.05) in *ubp12/13*. The dashed line indicates the expected overlap based on chance. *p*-values are obtained from a hypergeometric test for significant overenrichment.

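Figure S3 compares an observed number of genes with the number that chance would give for lists of that size. Here the background was the 17517 protein-coding genes tested in *ubp12/13*. Among the targets, 60 genes were higher in *ubp12/13*, where 20.0 were expected (2.99 times, one-sided exact hypergeometric test, p = 1.5e-14), and 38 were lower, where 13.1 were expected (2.89 times, p = 4.3e-09). The exact test takes genes as independent, which genes with shared regulation are not. As shares, 17.8% of the tested targets were higher and 11.2% lower, against 5.70% and 3.74% of the other genes. Random lists matched to the targets on mean expression held 24.0 higher genes on average (at most 44) and 20.4 lower genes (at most 45). Against these lists the targets held 2.50 times as many higher genes and 1.86 times as many lower genes. Without the fold-change minimum both ratios fell, to 1.47 for higher genes (exact hypergeometric test, p = 1.7e-04) and to 1.15 for lower genes (p = 0.133).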

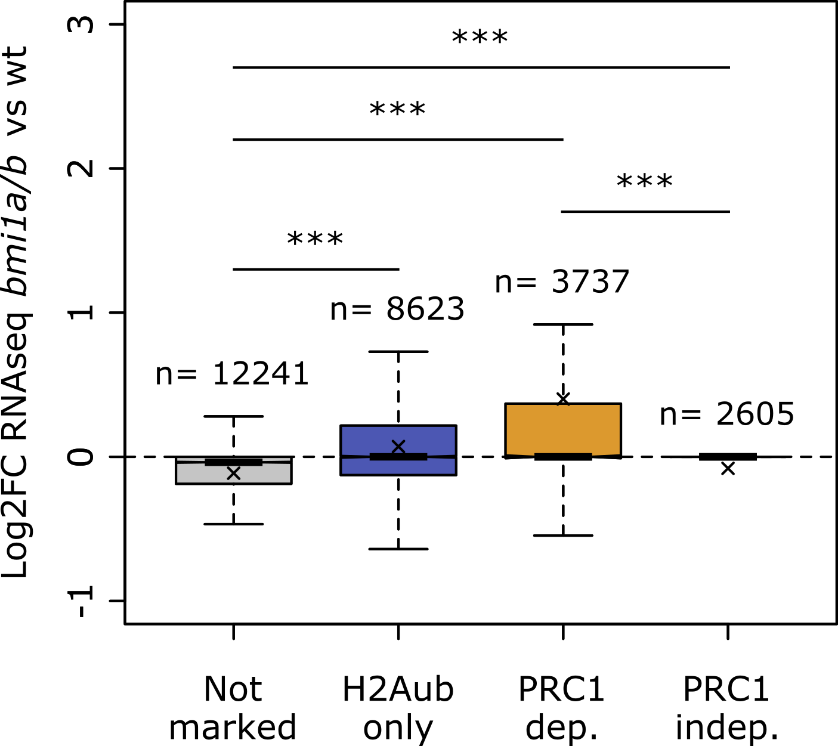

**Figure S4. Differential expression in a PRC1 mutant.** Differential expression in *bmi1a/b* compared to wt for 4 categories defined by the presence of H2Aub1 and H3K27me3 and the dependency of the H3K27me3 mark on PRC1. Mann-Whitney *U* test were performed to test for significant differences in distributions of data, ns *p*≥0.05, * *p*<0.05, ** *p*<0.01,*** *p*<0.001; Bonferroni correction was applied with m=4. Based on re-analyzed previously published data (ChIP-seq[1], RNAseq[2]).

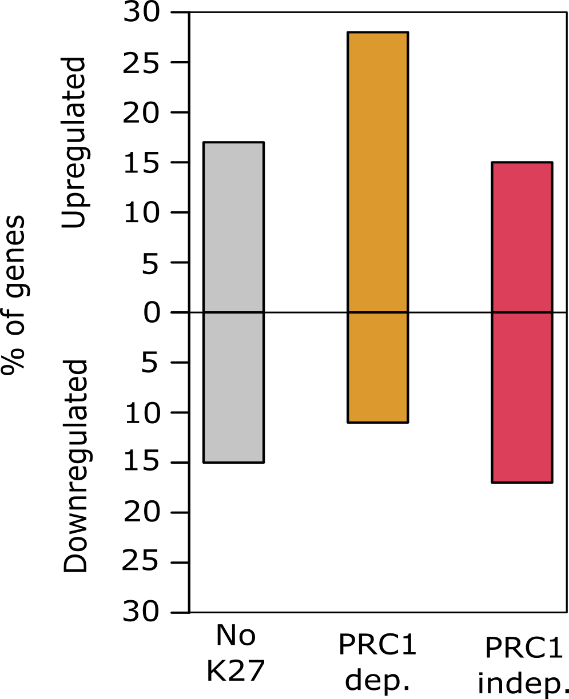

**Figure S5. Gene deregulation in a PRC2 mutant.** Percentage of genes upregulated and downregulated in a prc2 double mutant (*clf swn*) among gene categories defined by the presence of H3K27me3 and dependency of H3K27me3 on PRC1. Significant differential expression required a |log2FC| >1 and *p*_adj_<0.05. Based on re-analyzed previously published data [2].

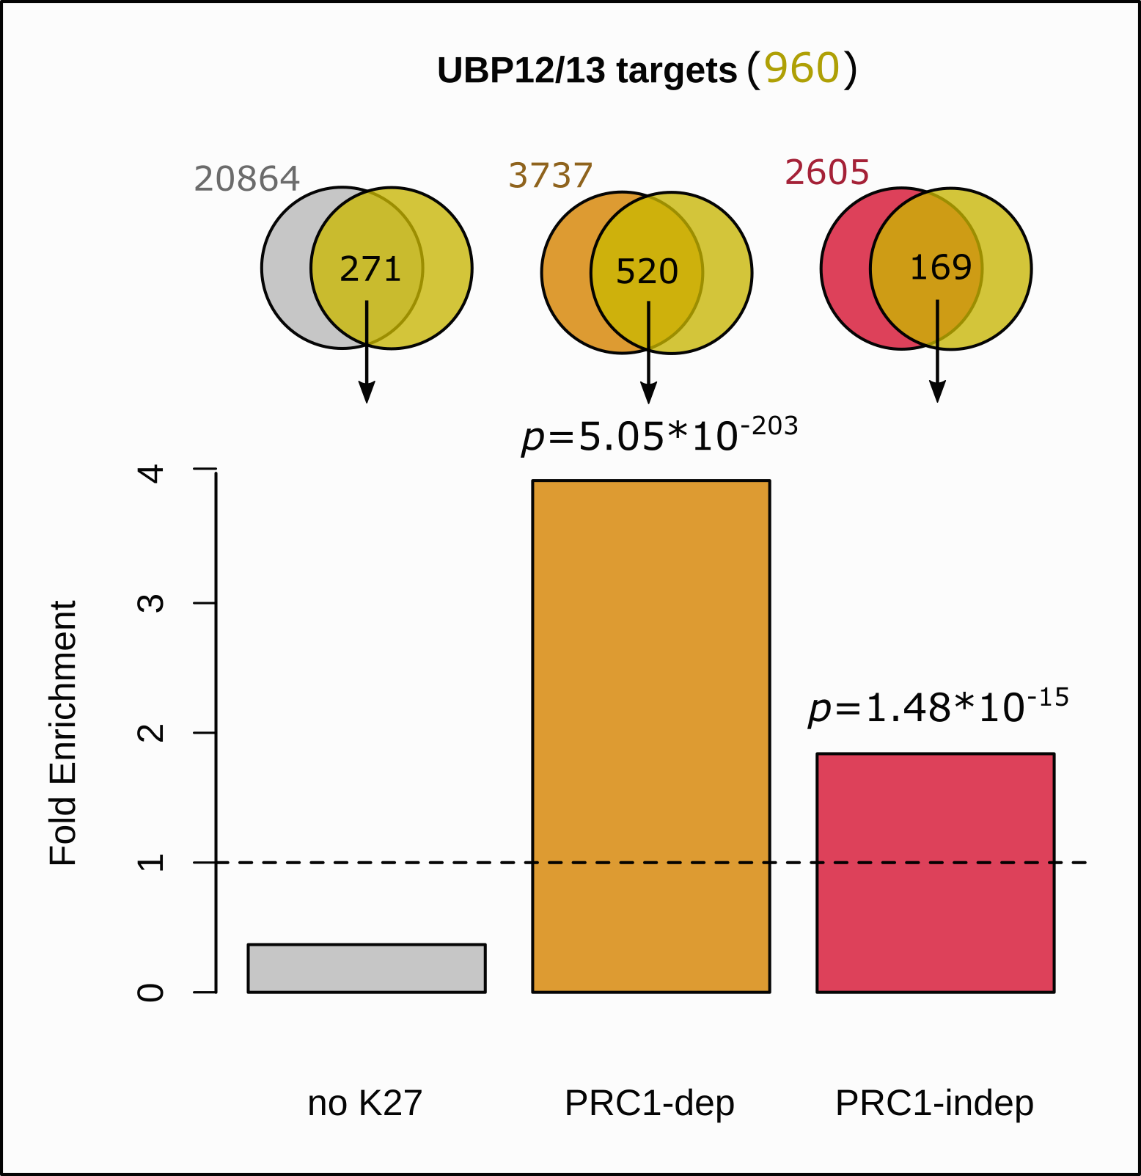

**Figure S6.** **UBP12/13 preferentially target PRC1-dependent genes.** Fold enrichment of the overlap of UBP12/13 target genes (960 genes), and genes defined by presence of H3K27me3, and whether the H3K27me3 (K27) on those genes is dependent on PRC1 activity (dep=dependent, indep= independent). The dashed line indicates the expected overlap based on chance alone. *p*-values are obtained from a one-tailed hypergeometric test for overenrichment.

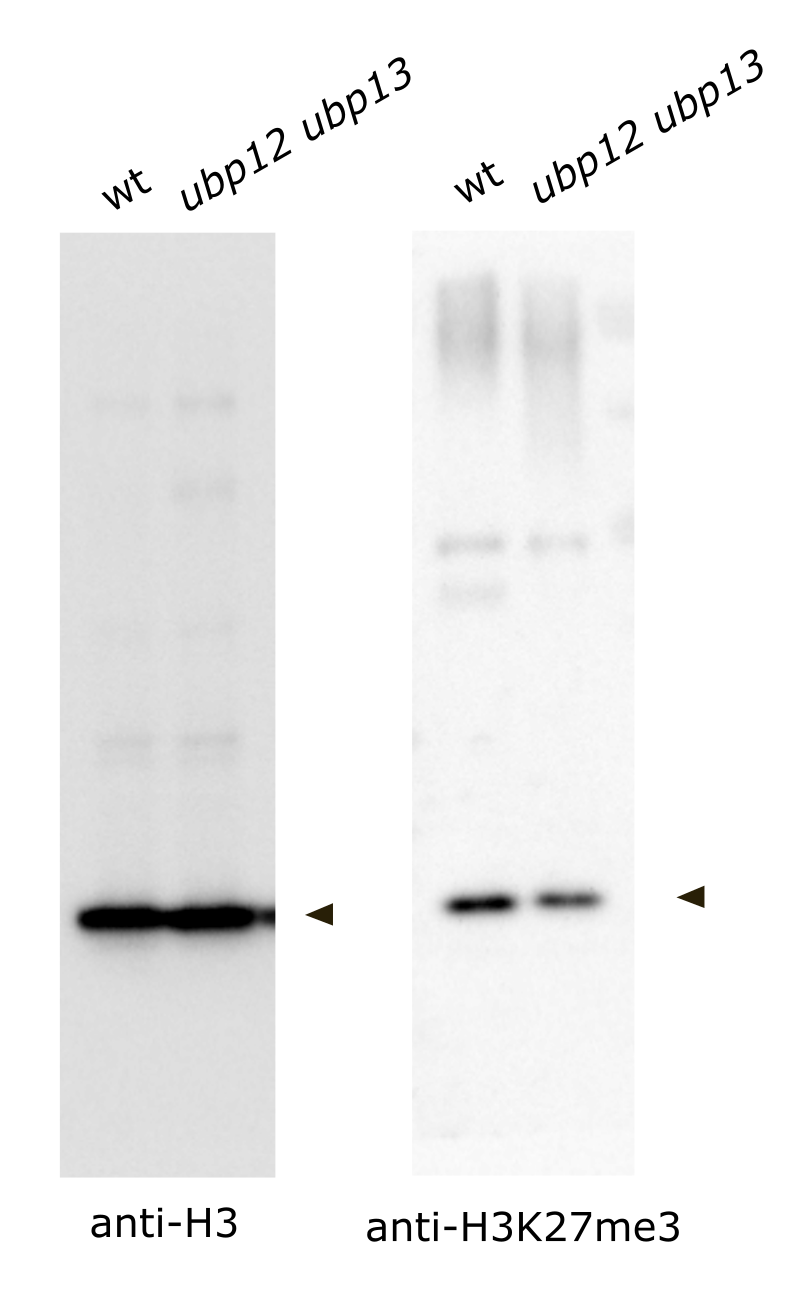

**Figure S7. H3K27me3 western blot.** Western blots of histone extracts of 33 DAG rosettes of wild-type and *ubp12-1 ubp13-3*, probed with anti-H3 (left) or anti-H3K27me3 (right). Equal amounts of plant material was used for the different samples. The arrows indicate the location of the H3 and H3K27me3 bands.

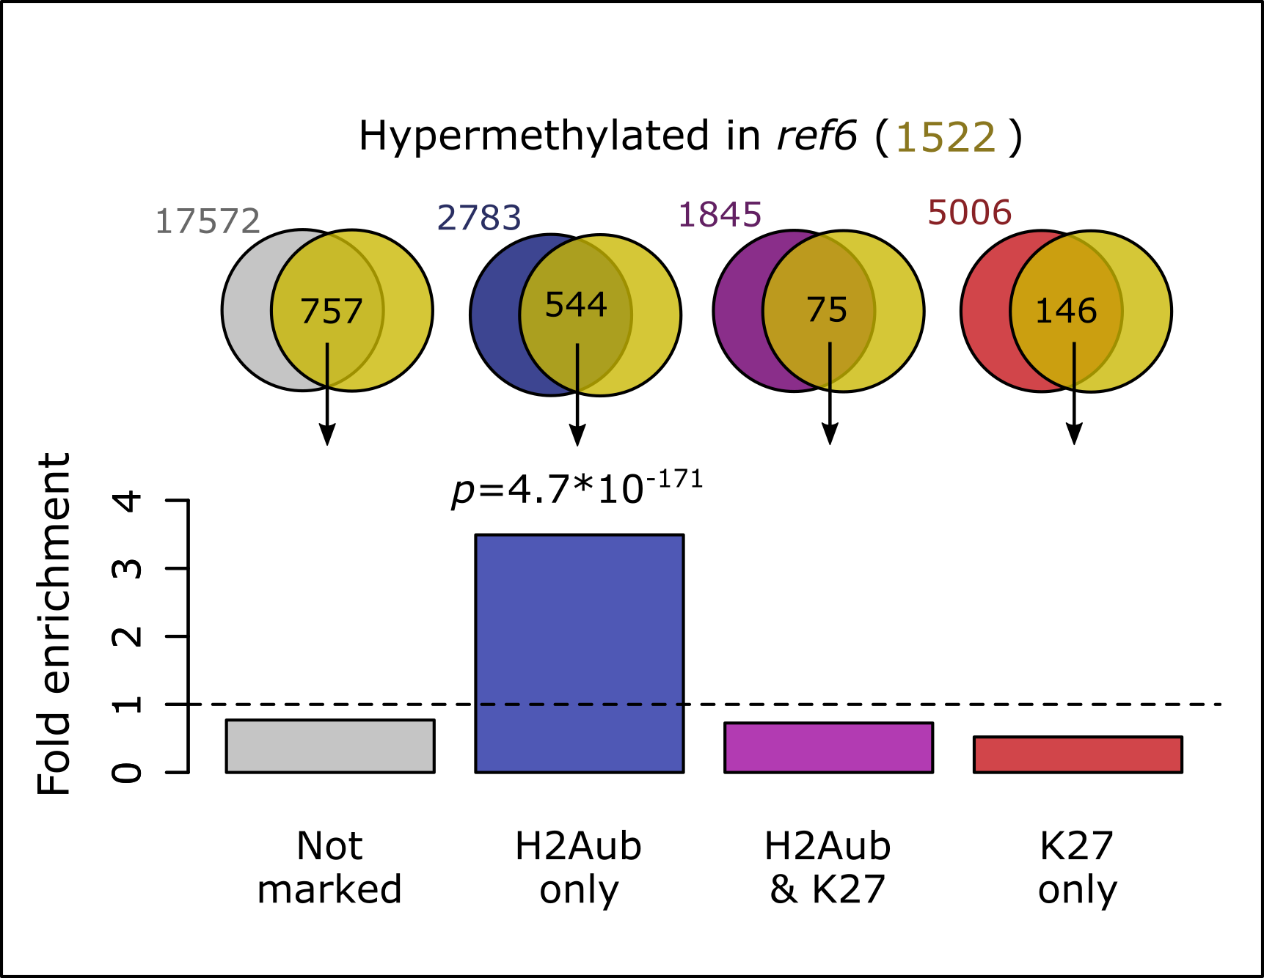

**Figure S8. H2Aub1-only genes are over-enriched for genes hypermethylated in *ref6*.** Fold enrichment of the overlap of genes gaining H3K27me3 in *ref6* (1552 genes), and genes defined by presence of H2Aub1 (H2Aub) and H3K27me3 (K27). The dashed line indicates the expected overlap based on chance alone. *p*-values are obtained from a one-tailed hypergeometric test for overenrichment. Based on re-analyzed published data [3].

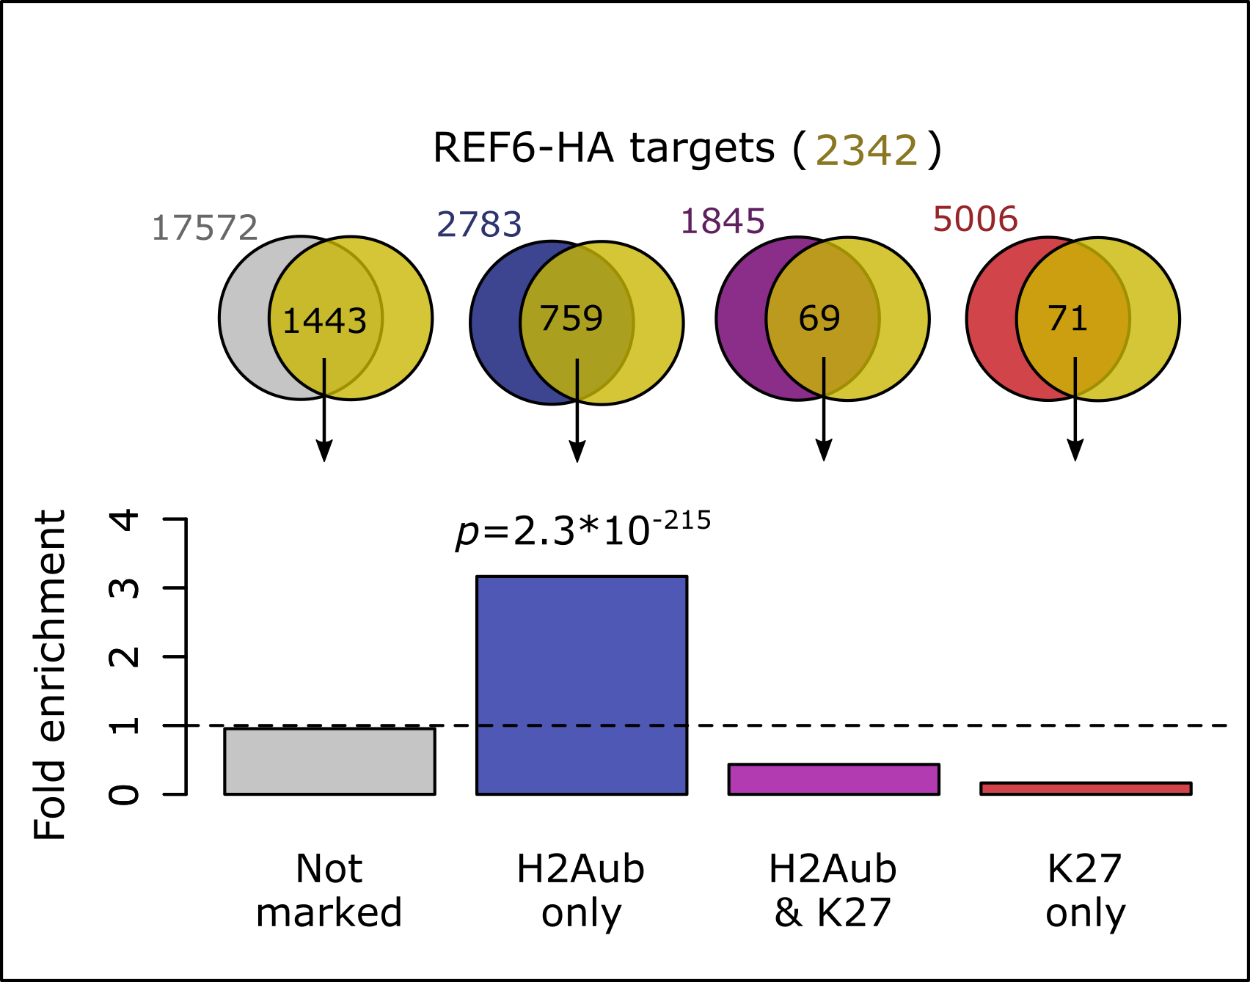

**Figure S9. H2Aub1-only genes are over-enriched for REF6 targets.** Fold enrichment of the overlap of genes with significant REF6 peaks (2342 genes), and genes defined by presence of H2Aub1 (H2Aub) and H3K27me3 (K27). The dashed line indicates the expected overlap based on chance alone. *p*-values are obtained from a one-tailed hypergeometric test for overenrichment. Based on re-analyzed published data [3].

**
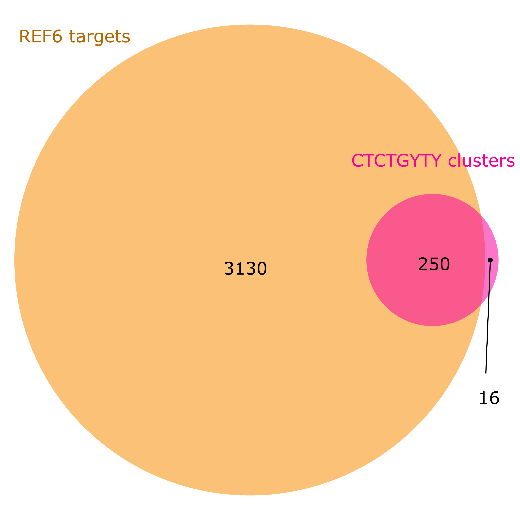
**

**Figure S10. Motif clusters are not sufficient for REF6 binding.** “REF6 targets” indicates all areas in the genome with significant REF6 peaks as determined by [3], and “CTCTGYTY clusters” indicates all areas in the genome that have at least 4 CTCTGYTY motifs in a 600 bp window. Based on re-analyzed published data [3].

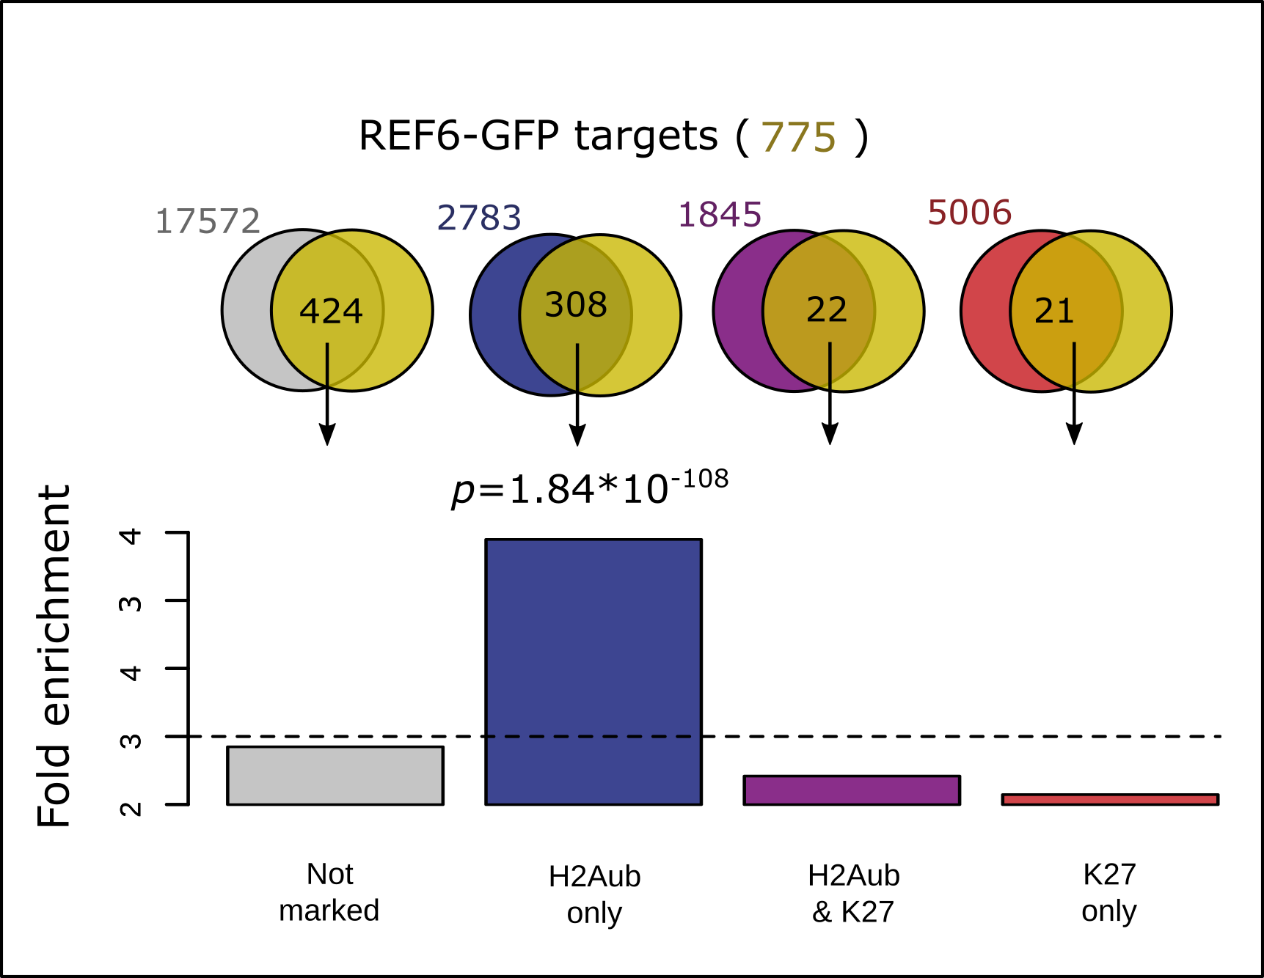

**Figure S11. H2Aub1-only genes are over-enriched for REF6 targets.** Fold enrichment of the overlap of genes with significant REF6 peaks (775 genes), and genes defined by presence of H2Aub1 (H2Aub) and H3K27me3 (K27). The dashed line indicates the expected overlap based on chance alone. *p*-values are obtained from a one-tailed hypergeometric test for overenrichment.

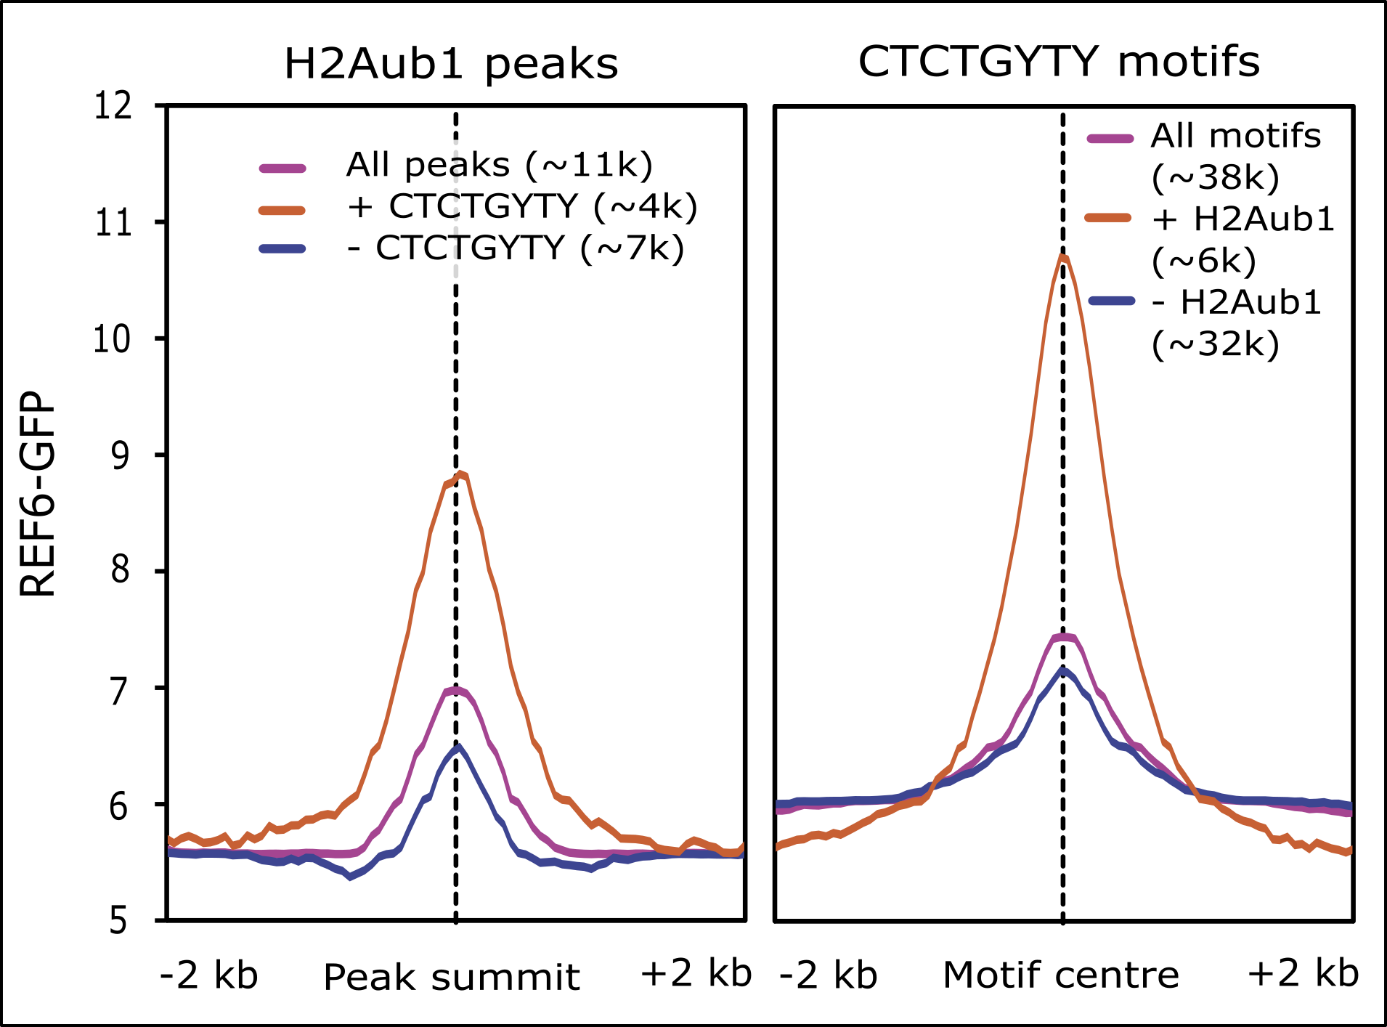

**Figure S12. CTCTGYTY motif and H2Aub1 presence are positively associated with REF6.** REF6 enrichment (median of the coverage-scaled fragment count) at narrow H2Aub1 peaks (left) and at CTCTGYTY motifs (right). Depicted in the left panel are all significant H2Aub1 peaks (purple), all peaks with at least one CTCTGYTY motif (red), and all peaks that do not possess at least one CTCTGYTY motif (blue). Depicted in the right panel are all CTCTGYTY motifs (purple), all motifs with H2Aub1 (red), and all motifs without H2Aub1 (blue).

**
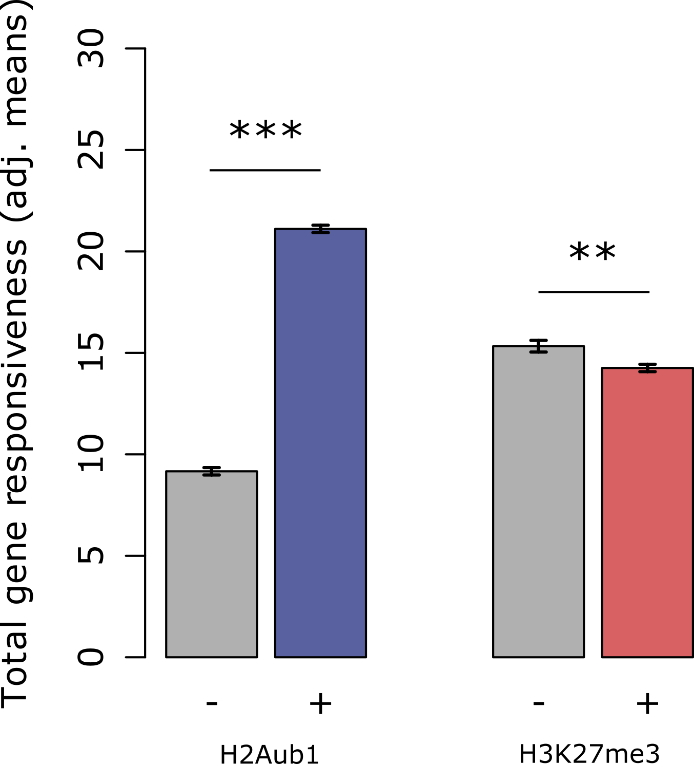
**

**Figure S13. H2Aub1 is associated with gene responsiveness.** Total gene responsiveness as defined by [4], i.e. a score representing in how many different conditions the genes change their expression compared to the control condition (e.g. a low score indicates a stable expression across conditions), in absence (-) or presence (+) of H2Aub1 or H3K72me3, correcting for the presence of the other mark (estimated marginal means). Based on re-analyzed previously published data [1, 4]. Test for significance by ANCOVA post-hoc test as implemented by SPSS, ns *p*≥0.05, * *p*<0.05, ** *p*<0.01,*** *p*<0.001. Bonferroni correction applied with m=2.

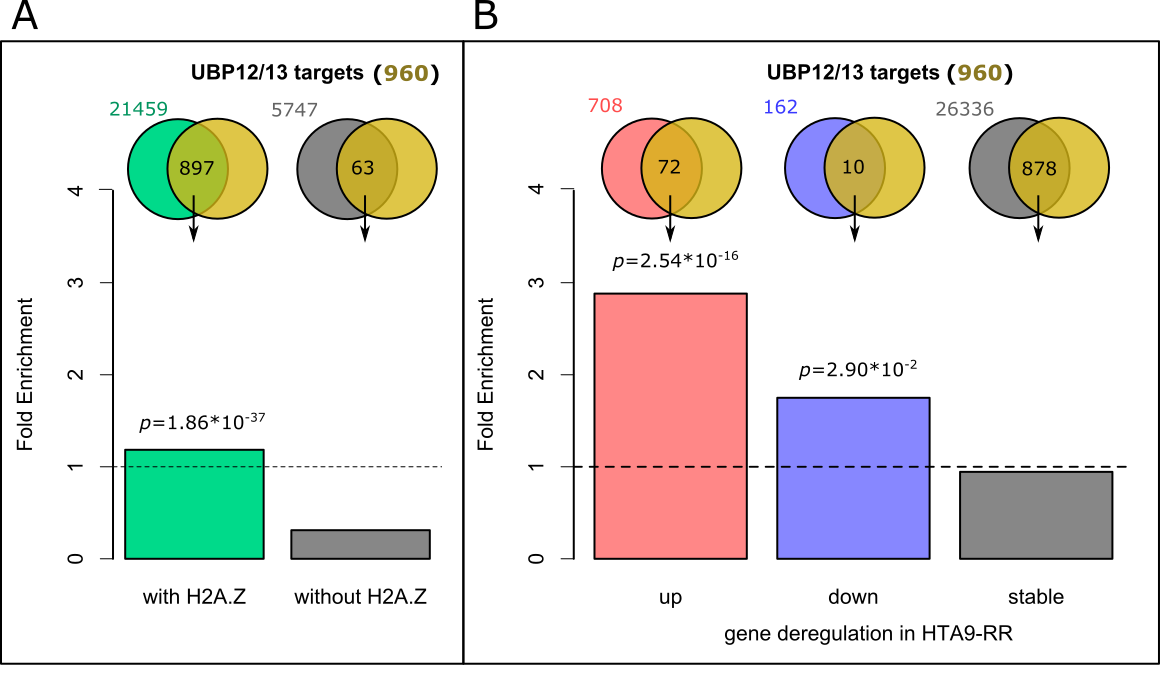

**Figure S14. UBP12/13 targets are enriched for H2A.Z and putative H2A.Zub1.** **A)** Fold enrichment of the overlap of UBP12/13 target genes (960) and genes with (21559) or without (5747) HTA9. **B)** Fold enrichment of the overlap of UBP12/13 target genes with genes upregulated (708), downregulated (162) or unchanged (26336) in *hta9* HTA9-RR versus wild type (minus those genes deregulated in *hta9* HTA9-N versus wild type). *p*-values are obtained from a one-tailed hypergeometric test for overenrichment.

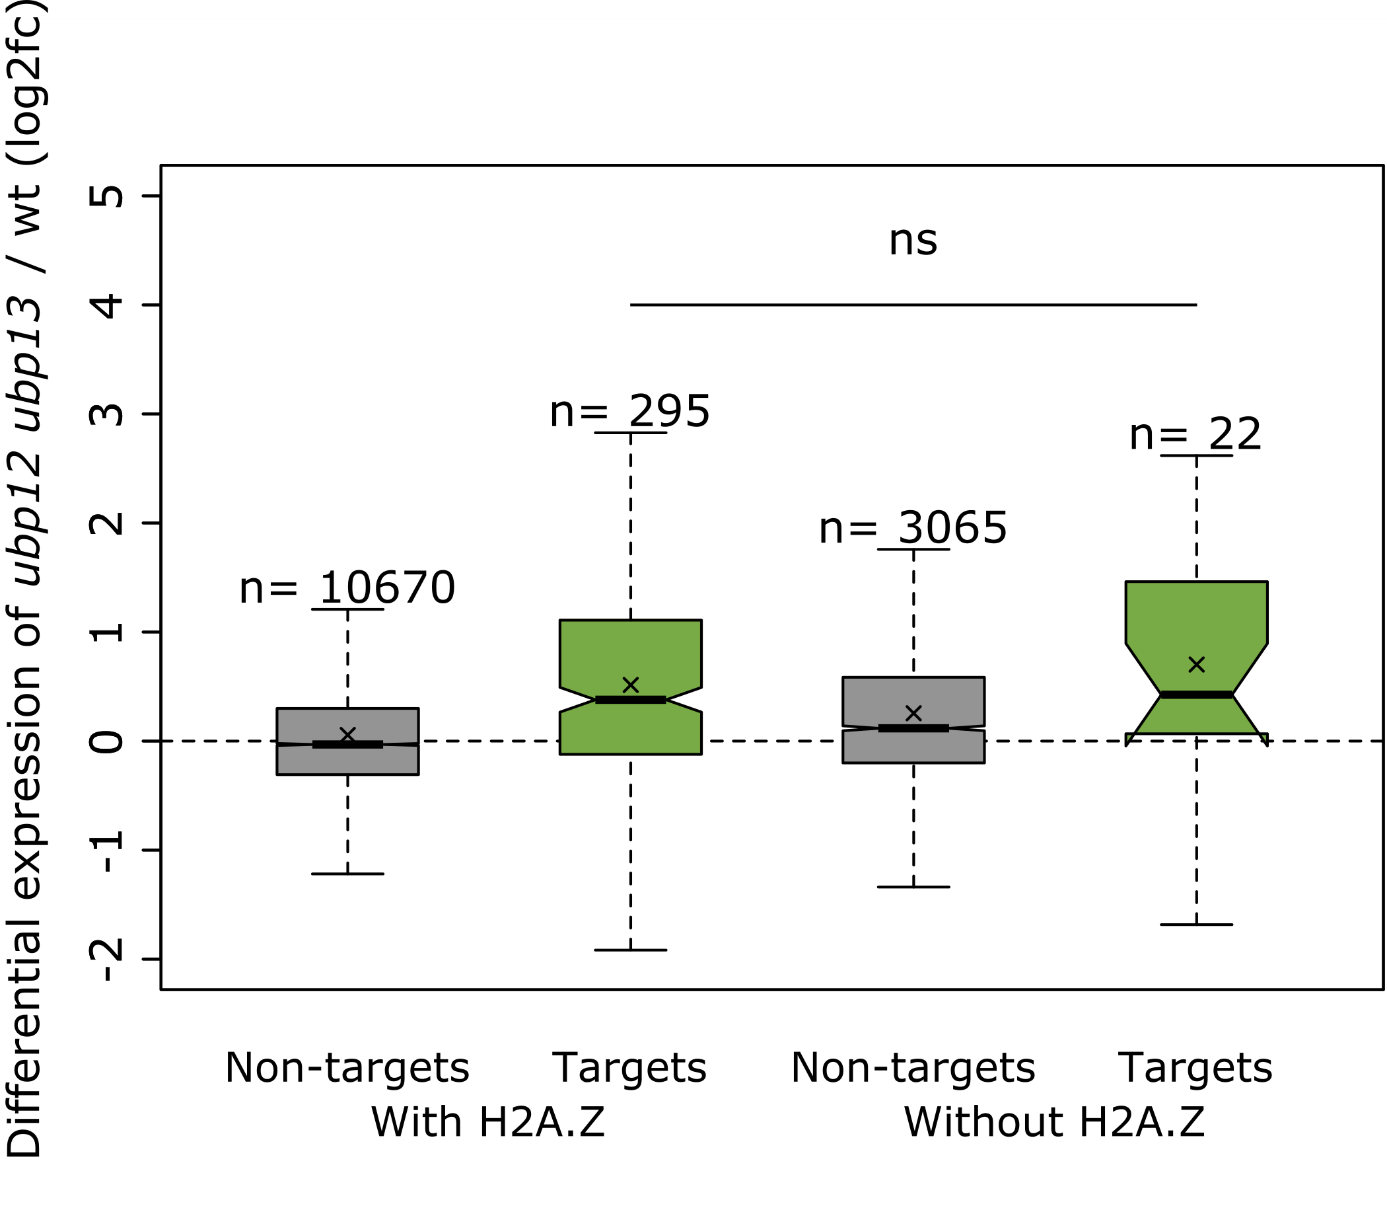

**Figure S15. H2A.Z presence does not affect expression change in UBP12/13 targets.** Boxplots showing differential expression of all expressed UBP12/13 targets (green), and all expressed other protein-coding genes (grey), either with (left) or without (right) H2A.Z. Test for significance was done by Mann-Whitney *U* test, ns *p*≥0.05, * *p*<0.05, ** *p*<0.01,*** *p*<0.001.

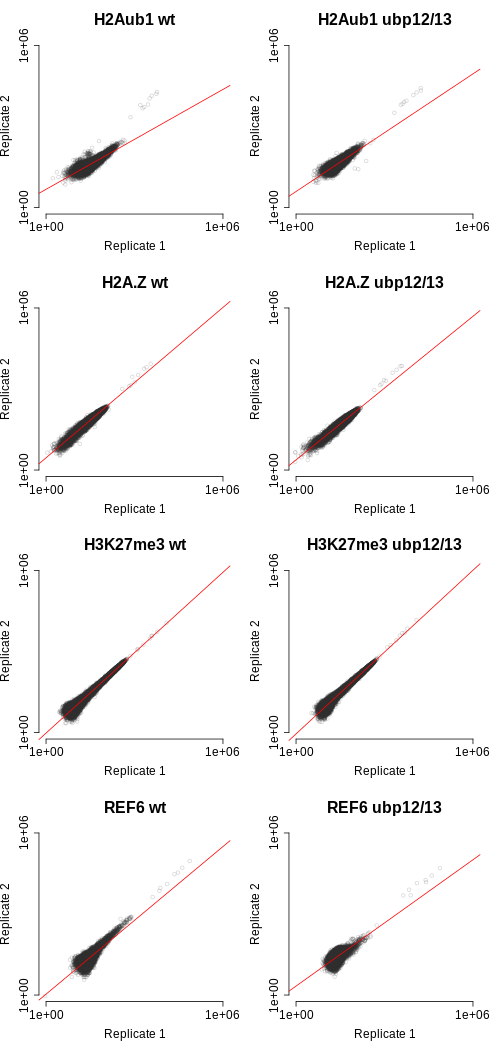

**Figure S16. Comparison of replicates for ChIP-seq.** Each point represents the total coverage-scaled fragment count across the first 1 kb of the gene body of a gene, the X coordinate the count in replicate 1 and the Y coordinate the count in replicate 2. Only protein-coding genes are included in this analysis. Left-hand panes are for wt (Col-0), and right-hand panes for the *ubp12/13* mutant. Lines are linear regression lines. X and Y axes are logarithmic (Log10). Statistics: H2Aub1 wt (m=0.62, R^2^=0.73, *p*<2.2E-16), H2AUb1 *ubp12/13* (m=0.73, R^2^=0.74, *p*<2.2E-16), H2A.Z wt (m=0.93, R^2^=0.94, *p*<2.2E-16), H2A.Z *ubp12/13* (m=0.89, R^2^=0.93, *p*<2.2E-16), H3K27me3 wt (m=0.99, R^2^=0.97, *p*<2.2E-16), H3K27me3 *ubp12/13* (m=1.00, R^2^=0.96, *p*<2.2E-16), REF6 wt (m=0.91, R^2^=0.63, *p*<2.2E-16), REF6 *ubp12/13* (m=0.78, R^2^=0.44, *p*<2.2E-16).

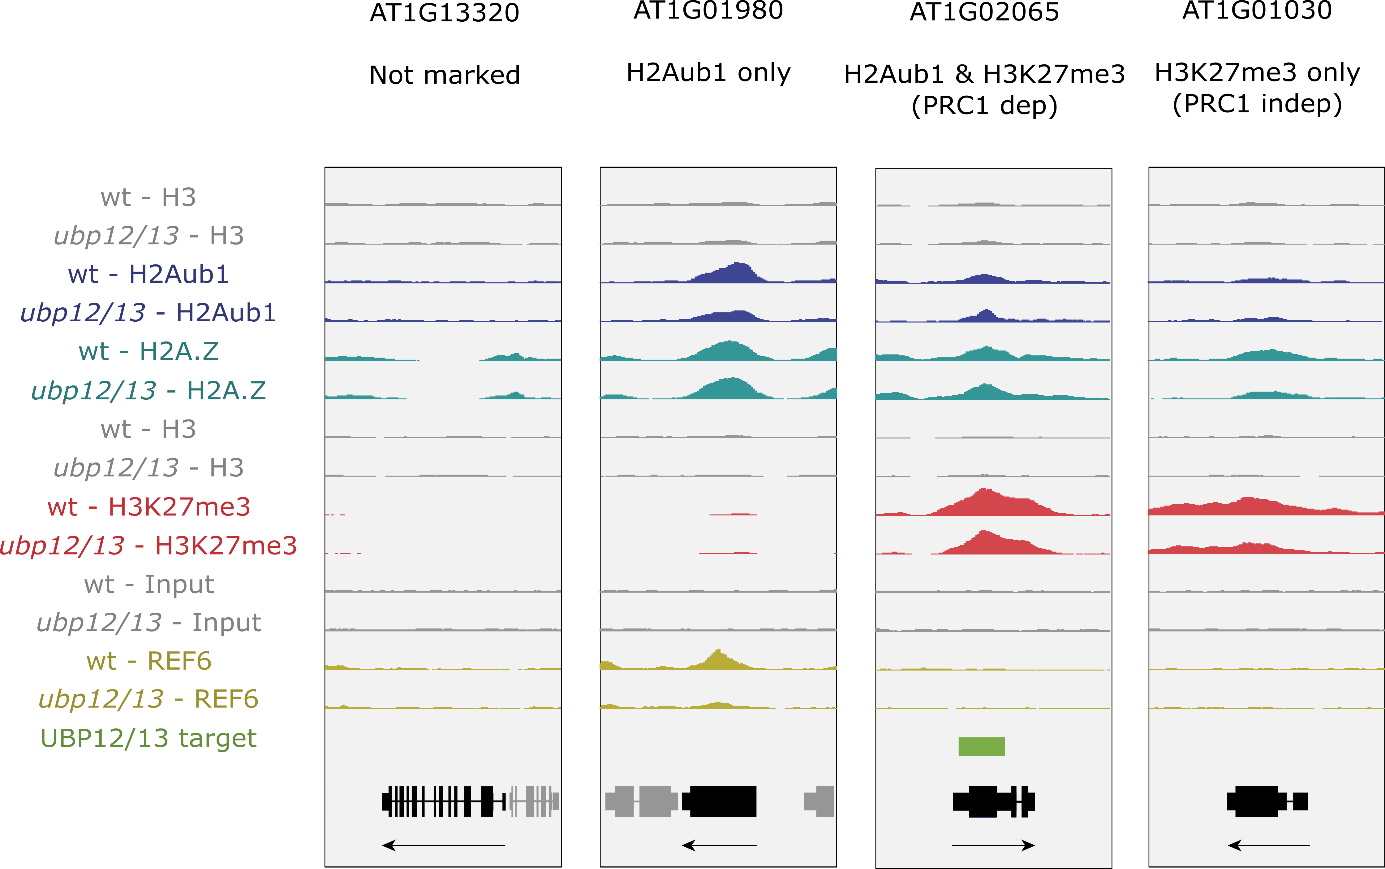

**Figure S17. Genome browser image.** Shown are representative genes in the 4 categories based on the presence of H2Aub1 and H3K27me3. The H2Aub1 & H3K27me3 gene here also happens to be a PRC1 dependent gene, and the H3K27me3-only gene happens to be PRC1 independent. Most tracks show number of fragments per 50bp bins scaled for total coverage for either wt or *ubp12/13* mutant, with the mean taken of the two replicates. The exception is the last track which shows which areas according to MANorm have increased H2Aub1 in *ubp12/13* in both replicates(and hence are called UBP12/13 targets). The fragment count range to display was set at the same level for the IP of interest as for the relevant (H3 or input) control. Below the tracks in black is the gene model that was focused on, with the arrow indicating the direction of transcription. Nearby genes are colored grey.

**Supplementary figure references**

1. Zhou Y, Romero-Campero FJ, Gomez-Zambrano A, Turck F, Calonje M: H2A monoubiquitination in Arabidopsis thaliana is generally independent of LHP1 and PRC2 activity**.** *Genome Biol* 2017, 18:69.

2. Wang H, Liu C, Cheng J, Liu J, Zhang L, He C, Shen WH, Jin H, Xu L, Zhang Y: Arabidopsis Flower and Embryo Developmental Genes are Repressed in Seedlings by Different Combinations of Polycomb Group Proteins in Association with Distinct Sets of Cis-regulatory Elements**.** *PLoS Genet* 2016, 12:e1005771.

3. Cui X, Lu F, Qiu Q, Zhou B, Gu L, Zhang S, Kang Y, Cui X, Ma X, Yao Q, et al: REF6 recognizes a specific DNA sequence to demethylate H3K27me3 and regulate organ boundary formation in Arabidopsis**.** *Nature Genetics* 2016, 48:694-699.

4. Aceituno FF, Moseyko N, Rhee SY, Gutierrez RA: The rules of gene expression in plants: organ identity and gene body methylation are key factors for regulation of gene expression in Arabidopsis thaliana**.** *BMC Genomics* 2008, 9:438.

How the deposited data were processed for this re-analysis (not part of the article)

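The data re-analysed are RNA-seq libraries of whole *Arabidopsis* seedlings and peaks of an H2Aub1 ChIP-seq experiment on rosette leaves. The RNA-seq experiment has 12 libraries, 3 biological replicates each of wt, *ubp12*, *ubp13* and *ubp12/13*. The values are raw counts of reads per gene that the authors made with cutadapt, tophat and HTSeq, without normalization and without pooling of replicates. Between 6545534 and 15225396 counts per library fell on nuclear genes, and the 10 genes with the most counts took 9.98% to 14.7% of them. The ChIP-seq values are positions of peaks of H2Aub1 increase in *ubp12/13*, merged by the authors over 2 replicates per genotype. The score column beside the peaks holds 1 throughout as the authors deposited it, so that it ranks no peak, and no depth comes with a peak. The intervals given for shares of peaks cover counting error only. Peaks of H2Aub1 decrease, and the H3K27me3, H2A.Z and REF6 ChIP-seq data, were not analysed here.

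Genes were identified by their TAIR IDs, and positions, gene types and products were taken from the TAIR10.1 annotation, whose nuclear chromosomes have the coordinates of TAIR10. Of the 33323 nuclear gene IDs, 32835 are in this annotation. Chloroplast and mitochondrial genes were left out of the tests, and keeping them was tried as an alternative that was chosen after seeing the data. Samples were grouped by genotype as labelled. Each mutant was compared with wt in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment) on the 6 libraries of the pair. Genes with CPM over 1 in at least 2 libraries were tested, and an adjusted p under 0.05 with an absolute log2FC of at least 1 made a call. Every adjusted p of a gene printed here comes from this test unless DESeq2 is named. The contrast of *ubp12/13* with the sum of both single mutants was tested in the same way over all libraries. Log2 CPM for the PCA and for correlations across genes used a prior count of 2. A group whose libraries all had 3 counts or fewer was treated as a group at the floor, for which a fold is a lower bound. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, with Mann-Whitney and hypergeometric tests, and against 10000 random lists matched on mean expression in 20 classes. Peaks were compared with genes by an overlap of at least 1 bp. Repeated sequence was measured as the share of 31-base words of a peak that occur more than once in the genome. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 was used for the peaks, the summaries and the figures.

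The tests, the thresholds, the lists of subunit and clock genes, the stimulus words, the rule for naming genes and the alternatives were set before the data were examined, apart from the alternative with chloroplast and mitochondrial genes, the medians of single mutants against a wt library left out of the *ubp12/13* calls, and the tests that the closing sections name as chosen after the results were seen. The genes named are *UBP12*, *UBP13*, *REF6*, the subunit and clock genes, and those with the largest changes among the calls whose mutant libraries all lie outside the range of the wt libraries. Of the latter, up to 5 in each direction are named for *ubp12/13*, up to 3 in each direction for *ubp12* and *ubp13*, and the 5 targets with the largest increase. The alternatives were RLE size factors or library totals in place of TMM, DESeq2 1.42.0 in place of edgeR, no filter on low counts or CPM over 1 in all libraries, all libraries in a common fit, replicate number as a block, counts thinned to the smallest library total, no fold-change minimum, and each library left out in turn. For the PCA, scaled genes, untransformed CPM and the 500 most variable genes were tried. For the peaks, an overlap of at least 500 bp, peaks of at least 1000 bp alone and the whole gene body were tried.

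The procedure was tested on simulated data. Of 195 genes given a log2 change of 2 in simulated *ubp12* libraries, 189 (96.9%) were called, with 4 calls among unchanged genes. DESeq2 called 184 of them. In simulated libraries without a change, 0 genes were called, and 853 of 17700 had an unadjusted p under 0.05. The simulated genes varied independently, without the deviations shared between libraries that the data show, so that errors from such sharing were not tested. Changes smaller than a log2 of 2 were not simulated. For the contrast over all libraries, 163 of 196 changed genes (83.2%) were called, with 3 calls among the others. On 300 simulated genes and 300 simulated peaks, all 989 overlapping pairs were found by both of the methods compared.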

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

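The tests of sequencing depth, of reads shared between *UBP12* and *UBP13*, of clock phase and of harvest time were chosen only after the results were seen, and the regroupings of the libraries were set beforehand.

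The contrast of *ubp12/13* with the sum of *ubp12* and *ubp13* called 1160 of 18212 genes (edgeR, adjusted p under 0.05 and an absolute log2 interaction of at least 1), so that the effect of either mutation on these genes differed with the presence of the other. Among 100 random groupings of the 12 libraries, the real one included, 2 gave as many genes. The other of these gave 1330 genes and had the 3 *ubp12/13* libraries together in a group, and a further grouping of that kind gave 905 genes. The remaining groupings gave 0 genes. At an unadjusted p under 0.05 they had a median of 489 genes and at most 3801, against 5141 in the real grouping. The count therefore depends on the *ubp12/13* libraries being kept together, and says less about how the other 9 libraries are divided. The *ubp12/13* libraries were sequenced more deeply than those of wt and *ubp12*, but with all counts thinned to the total of the smallest library 1030 genes were still called, which argues against depth as the cause. Over the other settings the count ranged from 897 (CPM over 1 in all libraries) to 2621 (no fold-change minimum), and from 998 to 1164 with a library left out. The loss of 2 genes that can replace each other may give such a pattern, as a hypothesis found and tested on the same data. The stunted growth of *ubp12/13* that the paper describes, with another share of tissues in a whole seedling, and a step of harvest or library preparation shared by the libraries of a genotype remain open, and neither was tested.

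The contrast also had an adjusted p under 0.05 for the transcript of *UBP13*, with a size just below 1 (log2 interaction −0.97, standard error 0.11, adjusted p = 1.2e-04, edgeR), which rose in *ubp13* by more than in *ubp12/13*. Its log2FC in *ubp12/13* against *ubp13* was −0.9998 (adjusted p = 1.0e-06, edgeR). Reads shared with *UBP12* could lower *UBP13* counts where *UBP12* falls, but in *ubp12* the log2FC of *UBP13* was −0.029, which argues against this explanation. The gene AT3G14172, within 2 Mb of *UBP13*, showed the same pattern (log2 interaction −1.09, adjusted p = 2.6e-04, edgeR). The paper calls *ubp13-3* a weak allele. An effect of the insertion or of sequence linked to it, and its silencing in a line that carries a second insertion, stay open as candidate explanations. The paper states that the double mutant was maintained heterozygous for *ubp13-3* and that homozygotes were identified by genotyping and by their phenotype, which argues against seedlings that were not homozygous; no value here tests it. For the transcript of *UBP12* the contrast was not past the threshold (0.45, standard error 0.15, adjusted p = 0.0623, edgeR).

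Of 12 genes of the circadian clock, which the paper does not discuss, 8 were past both thresholds in *ubp12/13* (*LHY*, *TOC1*, *PRR5*, *PRR9*, *ELF3*, *ELF4*, *LUX* and *FKF1*), and 11 had an adjusted p under 0.05, as did 11 adjusted over the list alone. The largest increase was that of *ELF4* (AT2G40080, log2FC 2.37, standard error 0.16, adjusted p = 5.2e-05, edgeR, higher in 3 of 3 mutant libraries than in every wt library) and the largest decrease that of *LHY* (AT1G01060, log2FC −1.47, standard error 0.36, adjusted p = 0.0150, edgeR, lower in 3 of 3). *TOC1* had a log2FC of 1.92, *FKF1* 2.12, *LUX* 1.40, *ELF3* 1.19, *PRR5* 1.12, *GI* 0.83, *PRR7* −0.42, *CCA1* −0.94, *PRR9* −1.19 and *ZTL* 0.04. Without wt replicate 1 the number past the thresholds was 6, without wt replicate 2 it was 10, and the *LHY* call was lost without wt replicate 1 (adjusted p = 0.0604, edgeR, the highest over its alternatives, which began at 3.2e-04). In *ubp12*, 3 of the genes were past the thresholds (*CCA1*, *LHY* and *FKF1*), and in *ubp13* 0, with 4 at an unadjusted p under 0.05. Adjusted over the list alone, 10 genes in *ubp12* and 3 in *ubp13* were under 0.05. The interaction was past an adjusted p of 0.05 for *TOC1* (1.25, adjusted p = 0.0037, edgeR) and *ELF3* (0.73, adjusted p = 0.0272, edgeR) alone among the 12. *PRR7* no longer had an adjusted p under 0.05 with library totals, without wt replicate 2 or 3 or without *ubp12/13* replicate 1, 2 or 3 (0.0043 to 0.110 over all its alternatives, edgeR and DESeq2). With counts thinned, 8 clock genes were past the thresholds, which argues against depth. In *ubp12/13*, all 11 genes with an assigned time of peak went with a later phase of the clock at harvest, 4 of 4 that peak in the morning being lower and 7 of 7 that peak later in the day higher, as they were in *ubp12*, and 4 of 4 and 6 of 7 in *ubp13*, against the same wt libraries. The times of peak were assigned after the directions had been seen, and clock genes regulate each other, so that this is no test of a later phase. The mean of the later genes minus that of the morning genes (log2 CPM) was −1.94 ± 0.42 in wt, −1.21 ± 0.28 in *ubp13*, −0.09 ± 0.15 in *ubp12* and 0.69 ± 0.42 in *ubp12/13* (SD, n = 3). The gap between *ubp12/13* and wt was 2.29 times the largest range within a genotype. A change of the clock and a harvest of each genotype at its own time within the window of 6 to 8 h cannot be told apart, because both place the libraries of a genotype together and no harvest time of a library was used here. Of the splits of the wt and *ubp12/13* libraries into 3 and 3, 1 of 10 gave as many clock genes; the other 9 called 0 genes of any kind, so that this adds nothing on the clock.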

How the results depend on the processing

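Keeping chloroplast and mitochondrial genes was the only alternative added after the data had been looked at, and thinned counts and the absence of a filter, set beforehand as alternatives, were chosen as tests of an explanation only after the results were seen.

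Of 80 results, 57 concern single genes and 23 comparisons. Of the comparisons, 8 were on the same side of their threshold, or within 1.5 times their count or 1 SD of their value, under every alternative. Values of single genes under an alternative numbered 819, of which 750 had the same direction and the same side of the threshold, 57 were weaker (13 genes), 2 stronger (*SWN* and *LHP1*, with library totals) and 10 reversed.

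Without the fold-change minimum, 192 genes were higher and 125 lower in *ubp12*, 2860 higher and 2712 lower in *ubp12/13*, 4 subunit genes were past the threshold in place of 1, and 2621 genes showed an interaction, since this alternative admits smaller changes by its construction. The overlap of targets with lower genes fell to 1.15 times the expected number (exact hypergeometric test, p = 0.133), and that with higher genes to 1.47 times. Without a filter on low counts, 130 genes were higher and 71 lower in *ubp12*, and 3 were lower in *ubp13*; the cause was not tested. The genes lower in *ubp13* numbered 4 with DESeq2 and 2 with all libraries in a common fit. With the replicate number as a block they numbered 0 (436 at an unadjusted p under 0.05). With untested genes set to 0, the difference between the medians of targets and other genes was 0, because most targets were untested. With library totals in place of TMM, the log2FC of *EMF2* and *EMF1* turned to 0.081 and 0.10, under a shift of the median of all genes of 0.15.

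PC1 held 34.2% of the variance with scaled genes, 65.4% with untransformed CPM, 67.4% with the 500 most variable genes and 57.2% with replicate means removed. The PC1 distance of *ubp12/13* was 0.707 times the range of the other libraries with untransformed CPM; the cause was not tested. Over the genes called in *ubp12/13*, the correlations with *ubp12* and *ubp13* were 0.60 and 0.29; these genes were selected against the same wt libraries, which can raise r by itself. With an overlap of at least 500 bp, 85.4% of the peaks were genic and 61.6% over the first 1 kb, as a stricter overlap must give fewer.

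With each library left out in turn, the genes higher in *ubp12* ranged from 37 (without wt replicate 3 or *ubp12* replicate 1) to 125 (without wt replicate 2 or *ubp12* replicate 2), and those lower from 18 (without *ubp12* replicate 1 or 3) to 49. The genes lower in *ubp13* ranged from 0 (without wt replicate 1 or 2, with 549 and 433 at an unadjusted p under 0.05) to 1. The PC1 share ranged from 45.7% to 55.0%, the PC1 distance from 2.38 to 4.05, and the correlations from 0.44 to 0.54 (*ubp12*) and from 0.21 to 0.34 (*ubp13*). The sign of the log2FC turned in some of these fits for *EBS* (−0.013 to 0.12), *EMF1* (−0.14 to 0.076), *EMF2* (−0.13 to 0.017), *REF6* (−0.060 to 0.11), *ZTL* (−0.0069 to 0.090) and *UBP13* in *ubp12* (−0.053 to 0.0042), all of them close to 0. The sign turned to negative without wt replicate 1 (*EBS*, *ZTL* and *REF6*), wt replicate 3 (*EBS*) or *ubp12/13* replicate 1 (*REF6*), and to positive without wt replicate 3 (*EMF1*), *ubp12/13* replicate 2 (*EMF2*) or *ubp12* replicate 1 (*UBP13*).

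Replicate numbers did not pair the libraries of wt with those of the mutants (correlation of their deviations from −0.16 to 0.11), so that no paired test against wt was used. Between mutants, same-numbered libraries correlated from 0.01 to 0.29, and those of *ubp12* and *ubp13*, which were not compared with each other, from 0.10 to 0.21. The block changed no other call of a comparison. It left 4 single genes no longer past the threshold (*CML41*, AT4G04223, AT2G05995 and *MSI1*). Depth limits the genes near the floor, of which 73 were among the genes called higher in *ubp12/13*, to bounds of their folds. A gene that did not pass the filter of an alternative has no value under it.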

Differences from the paper's values

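The tests of which genes of the paper's Table S1 lists for *ubp12* and, below the filter on counts, for *ubp12/13* were called under other settings were chosen only after the results were seen; the alternatives named are those set before the data were examined unless the sentence says otherwise. A gap in a count, a share or a p-value is called closed where neither value is more than 1.5 times the other, and a gap in a log2FC where the signs agree and the values lie within the error, so that a closed gap is not a match.

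The paper reports 40 deregulated genes in *ubp12*, and 121 were found here, a gap that closed without *ubp12* replicate 1 (55 genes) and under no other alternative. For *ubp13* the paper reports 33 and 5 were found here, and none of the alternatives (3 to 9) closed the gap. For *ubp12/13* the text of the paper reports 1128 and 1784 were found here. The 1784 lie within 1.5 times the 1597 genes of its Table S1, and the paper's 77% of higher genes goes with that table. The gap is thus to the 1128 of the text alone. The paper's own totals differ: the headings of its Table S1 give 1228 higher and 369 lower genes, 1597 together, its Fig. 1a gives 1150 higher genes, and for *ubp12* the headings give 49 higher and 17 lower genes beside the 40 of its text. This gap to 1128 closed with CPM over 1 in all libraries (1229, where the higher genes fell to 736 against the paper's 1150), with thinned counts (1672), without wt replicate 1, 2 or 3 (1607, 1692 and 1602) and without *ubp12/13* replicate 1 or 3 (1558 and 1664), and under no other alternative. Apart from the first, these counts lie near the limit of 1.5 times, and DESeq2, the paper's test, gave 1694, just beyond it. The paper's Table S1 has 49 genes higher in *ubp12*, of which the copy read here lists 40, and 83 were found here. That gap closed with library totals (70), all libraries in a common fit (67), without wt replicate 1 or 3 (71 and 37) and without *ubp12* replicate 1 or 3 (37 and 44), and with chloroplast and mitochondrial genes kept (65), an alternative chosen after seeing the values. The paper's table gives 17 genes lower in *ubp12* against 38 here, and without *ubp12* replicate 1 or 3 there were 18; no other alternative closed the gap. It gives 33 genes higher in *ubp13* against 4 here, and none of the alternatives (3 to 5) closed the gap. It gives 0 lower in *ubp13* against 1 here (499 at an unadjusted p under 0.05), and the gap closed with the replicate block and without wt replicate 1 or 2, each with 0, and under no other alternative. It gives 369 lower in *ubp12/13* against 720 here, and the gap closed with library totals (539) and with CPM over 1 in all libraries (493) alone. The paper's 33 genes were called 0 times in *ubp13* under each of 10 alternatives and in the 6 fits that each left out a library. Of the 17 that the table gives as lower in *ubp12*, 4 were called here. There were 6 with DESeq2, without a filter or with the replicate block, and 8 without wt replicate 1. The number fell to 3 with thinned counts or without wt replicate 2. It fell to 2 with CPM over 1 in all libraries, without wt replicate 3 and without *ubp12* replicate 1 or 3. Of its *ubp12/13* genes 895 were called here, 696 to 1058 under the alternatives and 762 to 992 with a library left out, and of the 404 genes of the paper's *ubp12/13* list that were below the filter on counts 52 were called without a filter.

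For the excess of higher genes, the paper's p from a chi-square test is 9.7E-3 in *ubp12* against 4.3e-05 here, and without *ubp12* replicate 1 it was 0.0104; no other alternative closed this gap, and without wt replicate 3 the p was 0.211. In *ubp13* the paper's p is 9.2E-9 against 0.18 here, and in *ubp12/13* the paper's is 1.7E-102 against 3.8e-16 here; none of the alternatives closed either gap (0.0455 to 0.739 in *ubp13*, 1.8e-79 to 0.0474 in *ubp12/13*).

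The log2 decrease of *CLF* is 0.45 in the paper against 0.24 here, and the gap closed without wt replicate 2 (0.32) and without *ubp12/13* replicate 1 (0.41). For *MSI1* the paper's log2FC is 0.20 against 0.31 here, and the gap closed with thinned counts (0.28) and without wt replicate 2 or 3 (0.28 and 0.26). For *EMF1* it is 0.072 against −0.052 here, and the gap closed with library totals (0.10) and without wt replicate 3 (0.076). For *LHP1* it is 0.029 against 0.18 here, and the gap closed without wt replicate 3 (0.12) and without *ubp12/13* replicate 1 (0.13). The log2 decrease of *SHL* is 0.0018 in the paper against −0.096, an increase, here, and none of the alternatives (−0.25 to −0.054) closed the gap. The paper's adjusted p of *SWN* is 0.82 against 0.0887 here, that of *MSI1* 0.88 against 0.046, that of *VRN2* 0.52 against 0.0156 and that of *LHP1* 0.99 against 0.241. None of the alternatives closed these gaps, with adjusted p of 0.0121 to 0.249 (*SWN*), 0.0083 to 0.164 (*MSI1*), 0.0036 to 0.0624 (*VRN2*) and 0.0499 to 0.520 (*LHP1*) in edgeR or DESeq2. The paper's adjusted p of *CLF* is 0.69 against 0.319 here, and the gap closed with library totals (0.709), DESeq2 (0.475), thinned counts (0.533), and without wt replicate 1 (0.624) or *ubp12/13* replicate 2 or 3 (0.652 and 0.499), in a range of 0.114 to 0.709. That of *SHL* is 1.0 in the paper against 0.430 here, and the gap closed without wt replicate 2 (0.726) and without *ubp12/13* replicate 1 (0.695), in a range of 0.0548 to 0.726.

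The share of variance on PC1 is about 33% in Figure S1 of the paper, read by eye, against 51.5% here, and the gap closed with scaled genes (34.2%) and without *ubp12/13* replicate 1, 2 or 3 (45.7%, 47.8% and 46.4%), the last 3 near the limit of 1.5 times. The paper's median log2FC of the targets is about 0.4 in Fig. 1c, read by eye, against 0.098 here, and none of the alternatives (0 to 0.25) closed the gap. The paper has about 13 targets among the lower genes in Figure S3, read by eye, against 38 here, and with CPM over 1 in all libraries there were 19. It has about 330 other genes among the lower genes in Figure S3, read by eye, against 643 here, and the gap closed with library totals (483) and with CPM over 1 in all libraries (453).

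The paper states that more genes were higher than lower in both single mutants, and in *ubp13* 4 were higher and 1 lower here. The paper states that transcripts of the subunits listed did not change, and here *VRN2* and *MSI1* had an adjusted p under 0.05 with a log2FC under 1 (edgeR). *RING1B* and *RING1A*, which its list does not name, were also higher (log2FC 1.15 and 0.67). The paper gives *FIE* only as ND, and *FIE* was tested here with a log2FC of 0.09. Figure S3 of the paper shows an enrichment of targets among the higher genes alone, and here the overlap was 2.99 times that of chance among the higher and 2.89 times among the lower genes, the latter 1.15 times without the fold-change minimum.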

Other observations

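The tests of depth, GC content, the libraries numbered 3, wt replicate 3, the regions around the insertions and the genes of Table S1 with few counts were chosen only after the results were seen.

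The 6 libraries of a comparison with wt can be split into 3 and 3 in 10 ways. For the genes higher and the genes lower in *ubp12*, *ubp13* and *ubp12/13*, 1 of 10 splits, the real one, gave a result as large. In *ubp12/13* this was also so for the stimulus genes and the shift of the targets. The other 9 splits of *ubp12/13* called 0 genes, so that they give no share of higher genes and no overlap with the targets to compare, and say nothing further on the subunit genes. A share of 0.1 is the smallest that 10 splits can give, so that these splits cannot exclude that other properties of the libraries made the groups.

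More genes were higher than lower in *ubp12/13*. With counts thinned to the smallest library total, 60.2% of the deregulated genes were higher, and after each library's trend over GC content and exon length was removed, 61.3% were. Both values argue against these technical differences as the whole cause, although the trends differed between libraries by up to 0.85 on the log2 scale. The share depends on the scaling, since library totals gave 71.6%. The excess of higher genes may follow from a lost repressive function, as a hypothesis, but a change in the total mRNA of a cell could not be seen in these counts and stays open.

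The 3 mutant libraries numbered 3 deviated together from the other mutant libraries. Against the other 6, 172 of 18049 genes had an adjusted p under 0.05 (edgeR), 145 higher and 27 lower. No fold-change minimum was set for this count, so that it includes small differences, such as a log2FC of 0.32 for *GSTU13*. Of the 27 ways to pick a library from each mutant genotype, 1, the real one, gave as many genes. The libraries numbered 2 gave 10 and the other picks 0. This test was chosen after the results were seen, so that the rank of the libraries numbered 3 does not decide against chance. The deviations from the genotype means correlated across genes between these libraries with r of 0.21 to 0.29, between the mutant libraries numbered 2 with 0.10 to 0.17 and between those numbered 1 with 0.01 to 0.15, so that the sharing is strongest in number 3 but not confined to it. Of these genes, 4 were called in *ubp12* and 40 in *ubp12/13*. A step of growth, harvest or library preparation shared by mutant libraries of a number may be the cause, but the labels give no batch, and wt replicate 3 did not share the pattern (r of −0.12 to −0.02).

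In wt replicate 3, nuclear rRNA genes took 2.61% of the counts beside the higher share of chloroplast and mitochondrial genes. Without this library, 83.2% of the *ubp12/13* calls were made again, against 80.8% without wt replicate 1 and 85.0% without wt replicate 2, so that it is unlikely that this library sets the calls. No biological explanation of the higher share was tested.

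Targets were more frequent among both the higher and the lower genes of *ubp12/13*. Their low mean expression does not account for all of it. Of 10000 random lists matched on mean expression, 0 held as many higher genes and 1 as many lower genes. Against these lists the targets held 2.50 times as many higher and 1.86 times as many lower genes. Without matching the ratios were 2.99 and 2.89, so that low expression can account for a part, above all of the lower genes. Stimulus response genes among the targets do not account for the lower genes either, since without all genes that have a stimulus word the overlap was 2.67 times the expected number (26 against 9.72, exact hypergeometric test, p = 5.1e-06) and that of the higher genes 3.18 times. Genes that gain H2Aub1 may thus be more variable in either direction, a hypothesis found on the same data, and the seedlings and the rosette leaves that these values come from differ in age and tissue.

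Genes called in *ubp12/13* within 2 Mb of *UBP12* or *UBP13* numbered 141, where 170 were expected from the tested genes. Sequence linked to the insertions is therefore unlikely to account for an appreciable part of the *ubp12/13* calls around them. This does not extend to *ubp13*, where 2 of the 5 calls, *UBP13* itself and AT3G14172, lie within 2 Mb of *UBP13*.

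Of the genes in the paper's Table S1 for *ubp12/13*, 404 were below the filter on counts here. Without a filter 52 of them were called in the same direction, so that the filter alone is unlikely to account for their absence. Of the 404, 22 pass the filter over all 12 libraries.

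The peaks of H2Aub1 increase in gene-poor windows consisted on average of 74.2% repeated 31-base words, against 37.9% (33.7% to 43.4%) for peaks placed at random in the same windows, and 9.26% against 5.41% in other windows. Words of 31 bases are shorter than the 50-bp reads, so that a part of the repeated sequence can still be mapped uniquely. On chromosome 2 between 3 and 4 Mb there were 35 peaks, 29 of which consisted for over 50% of words also found in the mitochondrial genome, against 9.03 of randomly placed peaks (at most 18). They lie from 3239137 to 3509598. Reads that fit several places, or that come from the mitochondria, may contribute to these peaks, and a gain of H2Aub1 on repeats would look the same; the reads were not analysed here.

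The transcript of *REF6* (AT3G48430) had a log2FC of 0.04 in *ubp12/13* (standard error 0.11, adjusted p = 0.836, edgeR), with a sign that turned without wt replicate 1 (−0.0057) or *ubp12/13* replicate 1 (−0.060).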
